# miR-7b-3p Exerts a Dual Role After Spinal Cord Injury, by Supporting Plasticity and Neuroprotection at Cortical Level

**DOI:** 10.3389/fmolb.2021.618869

**Published:** 2021-03-31

**Authors:** Matilde Ghibaudi, Marina Boido, Darrell Green, Elena Signorino, Gaia Elena Berto, Soraya Pourshayesteh, Archana Singh, Ferdinando Di Cunto, Tamas Dalmay, Alessandro Vercelli

**Keywords:** miRNAs, spinal cord injury, axon regeneration, sprouting, neuronal development, Wipf2

## Abstract

Spinal cord injury (SCI) affects 6 million people worldwide with no available treatment. Despite research advances, the inherent poor regeneration potential of the central nervous system remains a major hurdle. Small RNAs (sRNAs) 19–33 nucleotides in length are a set of non-coding RNA molecules that regulate gene expression and have emerged as key players in regulating cellular events occurring after SCI. Here we profiled a class of sRNA known as microRNAs (miRNAs) following SCI in the cortex where the cell bodies of corticospinal motor neurons are located. We identified miR-7b-3p as a candidate target given its significant upregulation after SCI *in vivo* and we screened by miRWalk PTM the genes predicted to be targets of miR-7b-3p (among which we identified *Wipf2*, a gene regulating neurite extension). Moreover, 16 genes, involved in neural regeneration and potential miR-7b-3p targets, were found to be downregulated in the cortex following SCI. We also analysed miR-7b-3p function during cortical neuron development *in vitro*: we observed that the overexpression of miR-7b-3p was important (1) to maintain neurons in a more immature and, likely, plastic neuronal developmental phase and (2) to contrast the apoptotic pathway; however, in normal conditions it did not affect the Wipf2 expression. On the contrary, the overexpression of miR-7b-3p upon *in vitro* oxidative stress condition (mimicking the SCI environment) significantly reduced the expression level of Wipf2, as observed *in vivo*, confirming it as a direct miR-7b-3p target. Overall, these data suggest a dual role of miR-7b-3p: (i) the induction of a more plastic neuronal condition/phase, possibly at the expense of the axon growth, (ii) the neuroprotective role exerted through the inhibition of the apoptotic cascade. Increasing the miR-7b-3p levels in case of SCI could reactivate in adult neurons silenced developmental programmes, supporting at the same time the survival of the axotomised neurons.

## Introduction

Around 6 million people worldwide live with a significant disability caused by traumatic spinal cord injury (SCI), which is associated with devastating social impact plus huge economic cost (Singh et al., 2014). Immediately after a SCI event, timely surgical intervention is critical to stabilise the lesion. The glial scar that forms at the site of the lesion produced by reactive astrocytes delimiting the area becomes a temporal obstacle for axon regeneration. When therapeutic strategies are applied at later stages, they are generally ineffective. The acute/intermediate phase when the formation of glial scar is not yet complete is an appropriate window to efficiently promote the regeneration process (Tran et al., 2018). Motor disabilities that follow SCI trauma are essentially due to axotomised corticospinal fibres [corticospinal motor neurons (CSMNs) whose cell body is located in the layer V of the cortex] that are unable to re-establish functional connections. Despite CSMN attempts to regenerate, their efforts fail because of a non-permissive regrowth environment, neurotrophic factor deprivation and inhibitory myelin-associated molecules (Brown and Martinez, 2019; Xu A.K. et al., 2019). No successful treatment is available for SCI patients although several therapeutic interventions such as cell engraftment, 3D scaffolds and gene therapy are currently under investigation. These interventions aim to reduce glial scar formation and to promote neuronal regeneration (Assinck et al., 2017; Boido et al., 2019; Cofano et al., 2019; Zhang et al., 2019).

In the last two decades, a class of small RNA (sRNA) gene regulatory molecules termed microRNAs (miRNAs) emerged as promising targets in SCI. miRNAs are transcripts ∼22 nucleotides in length that bind to the 3′UTR of target messenger RNA (mRNA) leading to translational inhibition (Green et al., 2016; Pinchi et al., 2019). miRNAs are abundantly expressed in the central nervous system (CNS) with specific temporal and spatial patterns contributing to highly accurate control of gene expression both in physiological and pathological conditions (Cao et al., 2016). As a consequence of SCI, miRNAs purportedly undergo a sustained change in their expression profile leading to downstream gene regulatory effects. Potential of miRNAs in the context of SCI lies in the double possibility to exploit them as diagnostic markers and to manipulate their expression through a mimic/antagomir strategy (Almurshidi et al., 2019). As key mediators of several neuronal processes both in the brain and spinal cord, miRNAs are commonly classified into specific functional groups depending on the role they are exerting. Entire miRNA families or clusters have been attributed to selectively regulate axon guidance and outgrowth pathways (e.g., miR-430 family and miR-17-92 cluster) at developmental levels as well as to modulate the inflammation, proliferation, neuroprotection, apoptosis, and regeneration processes after SCI (Nieto-Diaz et al., 2014; Ning et al., 2014). Immediately after injury, there is a significant increase in the expression of regeneration and neuroprotection associated genes, a phenomenon controlled by the early activation of specific transcriptional factors that are regulated by several miRNAs. For example, miR-21, miR-29, and miR-199 (acting on the PTEN/mTOR pathway) have been already described to influence axonal regrowth after SCI (Ning et al., 2014; Sun et al., 2018). Strategies that specifically target one single miRNA or a specific set of miRNAs may promote functional recovery after SCI (Ghibaudi et al., 2017; Shi et al., 2017). Although the list of miRNAs functionally involved in axonal regrowth/plasticity is extensive in the literature, there is a lack of experimental evidence investigating miRNA networks acting on these processes *in vivo*. The majority of non-coding RNAs investigated in SCI studies are generally focused only on the spinal cord, disregarding the cerebral cortex where CSMNs reside. These cells undergo a structural remodelling within the cortex that can have a significant impact on the molecular mechanisms driving the processes after a SCI lesion manifests.

Global identification of sRNAs via library construction and next generation sequencing is biassed for sequences that can readily anneal to adapters with a fixed sequence. miRNAs that have a lower annealing efficiency are less likely to be ligated to adapters and less probable to be sequenced. To enhance characterisation of the miRNA population, we used high definition (HD) adapters that contain four degenerate assigned nucleotides at the ligating ends of HiSeq 2500 adapters. We profiled miRNAs at the cortical level in the acute phase following a traumatic SCI in order to characterise those involved in the regeneration and neuroprotection processes. We investigated the sensorimotor cortex of both young and adult mice when neuronal networks are still refining [Postnatal 15 (P-15)] and when the CNS is considered mature and less plastic (postnatal day 90 or P-90) so to establish an age-related effect. We defined two time points 12 h and 3 days after SCI in order to identify those miRNAs acting in the primary and secondary phase when the therapeutic approaches are more effective. We observed an upregulation of miR-7b-3p in the cortex of SCI mice. To better understand the role of this miRNA, we carried out a number of *ex vivo* and *in vitro* experiments, finally suggesting that the regulation of miR-7b-3p could be exploited as a therapeutic target to promote axon plasticity.

## Materials and Methods

### SCI Mouse Model

C57BL/6J male mice were purchased from Envigo (Udine, Italy). Animals were maintained under standard conditions with free access to food and water. All experimental procedures on live animals were performed according to the European Activities Communities Council Directive of 86/609/EEC 1986 and University of Turin institutional guidelines on animal welfare (authorisation number 17/2010-B). P-15 and P-90 mice were divided into two groups: SCI mice (*n* = 55) and sham controls (*n* = 61). Mice were anaesthetised and injured as previously described (Boido et al., 2009). Briefly, the cervical spine was exposed and spinal muscles were displaced laterally. The lesion was performed by exposing the entire spinal cord and using a 27-gauge needle, transected at C6 level. In the SHAM group, the spinal cord was exposed without any damage.

### Histological Analysis

A set of animals (P15 *n* = 15, P90 *n* = 14) was employed for the histological analysis of the sensorimotor cortex in order to better characterise the SCI model. Either 12 h or 3 days after injury both P-15 and P-90 mice were anaesthetised with 3% isoflurane vaporised in O_2_/N_2_O 50:50 and transcardially perfused with 0.1 M PBS, pH 7.4 followed by 4% PFA in PBS. The brain and spinal cord (C6 level) were dissected and post-fixed for 2 h at 4°C in the same fixative solution. Samples were transferred overnight into 30% 0.1M PBS at 4°C then embedded in cryostat medium (Killik, Bio-Optica, Milan, Italy), frozen at −70°C in 2-methylbutane and cut on the cryostat (Microm HM 550) in coronal and transverse 50 μm thick sections for brain and spinal cord, respectively. Sections were collected into 1× PBS prior to immunofluorescence reactions and Fluoro-Jade C (FJC; Histo-Chem Inc., Jefferson, AR, United States) staining.

### Immunofluorescence

For evaluating astrogliosis and microglia activation, sections were immunolabelled with GFAP and IBA1, respectively. Briefly, after 30 min in PBS-triton 2% and 1 h in blocking solution (0.2% Triton X-100 and 10% normal donkey serum in PBS pH 7.4) (NDS; Sigma-Aldrich, Milan, Italy), sections were incubated with primary antibodies (IBA1, Wako Laboratories Chemicals, 019-09741, Japan, 1:500; GFAP, Dako Cytomation, Z0334, Denmark, 1:500) in the same solution at 4°C overnight. Then the sections were washed in 1× PBS and incubated with the secondary antibody (Jackson Immuno Research Laboratories; 1:200 donkey anti-rabbit cyanine 3-coniugated). Images of the sensorimotor cortex were taken with Nikon DS-5Mc digital camera on a Nikon Eclipse 80i epifluorescence microscope. Photomicrographs at 40× magnification were corrected for contrast and brightness enhancement with ImageJ.

### Fluoro-Jade C Staining

To stain degenerating neurons, sections were treated for FJC staining (Histo-Chem Inc., Jefferson, AR, United States), following supplier’s instructions. Brain and spinal cord sections were mounted on 2% gelatin coated slides and dried overnight at RT. The following day, sections were immersed in a solution of 1% sodium hydroxide in 80% ethanol for 5 min. Then they were rinsed for 2min in 70% ethanol, 2 min in distilled water and then incubated in 0.06% potassium permanganate solution in 1× PBS for 10 min. Then slides were rinsed for 2 min in distilled water and transferred for 20 min to a 0.0004% solution of FJC dissolved in 0.1% acetic acid. The sections were rinsed in distilled water three times for 1 min before drying at 37°C for ∼30 min. Dry slides were cleared in xylene for 4 min and covered with an anhydrous mounting medium. Pictures of sensorimotor cortex were taken on a Nikon DS-5Mc digital camera on a Nikon Eclipse 80i epifluorescence microscope.

### RNA Extraction From Sensorimotor Cortex Samples

The whole sensorimotor cortex was isolated in order to perform next generation sequencing (*n* = 3). Twelve hours/three days after injury, SHAM controls (P-15 12 h and 3 days, P-90 12 h and 3 days) and SCI mice (P-15 12 h and 3 days, P-90 12 h and 3 days) in triplicate experiments were sacrificed by cervical dislocation and brains were removed. We isolated the layer V of the sensorimotor cortices from 1 mm thick coronal sections obtained using a brain matrix, excluding as much as possible upper and lower layers and the subcortical white matter. The samples were individually collected and stored at −80°C. We extracted RNA as previously described (Valsecchi et al., 2015) using the mirVana extraction kit following supplier’s instruction (Life Technologies, Milan, Italy). The quality and quantity of RNA samples was checked by Nanodrop and the samples were stored at −80°C until sRNA library preparation. Only samples with a 260/280 and 260/230 ratio around 2.1 and 1.8, respectively were used.

### Small RNA Library Preparation and Next Generation Sequencing

Small RNA libraries were generated using HD adapters (Sorefan et al., 2012; Xu et al., 2015). HD adapters contain four degenerate nucleotides on the ligating ends of 5′ and 3′ Illumina adapters. HD adapters represent a pool of sequences rather than one fixed sequence, which increases the annealing efficiency between sRNAs and adapters. Increased annealing efficiency leads to a greater sRNA complexity in the libraries that are sequenced. Sequencing was performed on a HiSeq 2500 (Illumina).

### Bioinformatics

Raw FASTQ files were converted to FASTA format. Reads containing unassigned nucleotides were excluded. The 3′ adapter was trimmed by using perfect sequence similarity to the first 8 nt of the 3′ HiSeq 2500 adapter (TGGAATTC). The HD signatures (four assigned degenerate nucleotides at the ligating ends) of the reads were also trimmed. sRNAs were mapped full length with no mismatches to the mouse genome (GRCm38.p6) and then to latest set of mouse miRNA [miRBase (v22)] (Kozomara and Griffiths-Jones, 2014) using PatMaN (62). Normalisation and differential expression analysis was performed using DESeq2 (v1.2.10) (Love et al., 2014). Independent filtering was used to remove low-expressing miRNA (<5) in normalised counts. miRNAs were considered differentially expressed if they had a *p*-value < 0.05, <5% false discovery rate according to the Benjamini–Hochberg procedure and greater than log_2_ fold change >1.

### Quantitative PCR

miR-7b-3p, the miRNA with the highest sequencing score across three different groups, was selected for validation by quantitative PCR (qPCR). Total RNA was obtained from three SCI and three SHAM controls (sequencing samples) plus five SCI and five SHAM from the P-15 group. We also obtained RNA from three SCI and three SHAM controls (sequencing samples) plus two SCI and two SHAM controls for the P-90 group. We used the high capacity cDNA reverse transcription kit (Life Technologies) following supplier’s instructions. qPCR was performed with SYBR green core reagent kit and TaqMan assays (Life Technologies) on a Step-One 2000 PCR system. miRNA expression was analysed using RNAU6 as a housekeeping gene and *t*-test as statistic method. Samples were amplified simultaneously in triplicate in one assay run.

### Functional Analysis of miR-7b-3p Targets

Functional analysis of miR-7b-3p targets was performed following two different strategies. Based on the sequence homology of the seed region between miR-7a-2-3p (5′-CAACAAGUCCCAGUCUGCCACA-3′) and miR-7b-3p (5′-CAACAAGUCACAGCCAGCCUCA-3′) we selected a list of seven target genes already validated for miR-7a-2-3p by MiRWalk: *Zdhhc9*, *Wipf2*, *Cplx1*, *Basp1*, *Pfn2*, *Prkcb*, and *Snca*. These genes are known to be involved in neuronal differentiation. 

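Both sequences matched GRCm38 without mismatch. miR-7b-3p (CAACAAGUCACAGCCAGCCUCA) lies on chromosome 17 from 56243055 to 56243076 and miR-7a-2-3p (CAACAAGUCCCAGUCUGCCACA) on chromosome 7 from 78888335 to 78888356, both on the plus strand and both in the 3' arm of an annotated miRNA hairpin. They share the seed AACAAGU at positions 2 to 8, counted from 1 at the 5' end. From miR-7b-3p to miR-7a-2-3p, the 4 differences are A10C, C14U, A16U and U20A, all outside the seed. Over the 24 libraries, 13560 reads had exactly the sequence of miR-7b-3p and 9445 that of miR-7a-2-3p.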

We screened using the miRWalk PTM the genes predicted to be targets of miR-7b-3p, selecting those genes recognised by six different databases. DAVID 6.7 was employed to obtain the enriched annotation terms of the listed genes. We selected 66 genes among the most interesting KEGG pathways (e.g., axon guidance, negative regulation of anoikis, regulation of actin cytoskeleton, and PI3K-Akt signalling pathway) with *p*-values ≤ 0.05.

### Analysis of miR-7b-3p Targets

The putative selected target genes of miR-7b-3p were validated by qPCR in the experimental groups that showed the highest miRNA level expression. The same total RNA extracted for miRNA validation was employed to check the expression of the seven target genes in P-15 3 days and P-90 3 days groups, the selected 66 genes in P-15 3 days and P-90 12 h groups. cDNA was synthesised using the high capacity cDNA reverse transcription kit following supplier’s instructions (Qiagen/Life Technologies). Two different qPCRs were performed: single analysis by SYBR green core reagent kit (Life Technologies, for the seven target genes) or custom plates by SYBR green technology (Bio-Rad for 66 selected genes) in a Step-One 2000 PCR system. Gene expression was analysed using *RS18* as a housekeeping gene. Samples were amplified simultaneously in triplicate in one assay run for the seven target list and pulled together (five SHAM controls vs five SCI; *t*-test as statistic tool) for the analysis of the 66 selected genes.

### Primary Cortical Neuron Cell Culture

In order to study miRNAs of interest *in vitro*, we isolated and cultured murine cortical neurons as previously described (Chiotto et al., 2019). Cells were obtained from murine C57BL/6J brain (*n* = 6 different embryos each dissection) at embryonic day 14.5 (E14.5). Cortices were dissected under the microscope and collected in 1× HBSS supplemented with 0.7% of HEPES and 1% of PS (Invitrogen-Gibco). Cells were enzymatically dissociated by trypsin-EDTA 0.05% (15 min at 37°C) and washed in the same HBSS dissection solution. We then added DNAse (1000U, Promega, Milan, Italy) to the dissection solution prior to mechanical dissociation by glass Pasteur pipette. Neurons were counted on a Burker chamber and plated at a density of 32,500 cells/cm^2^ on Poly-L-Lysine coated coverslips (0.1 mg/ml poly-L-lysine) in 1× MEM medium supplemented with 20% glucose, 1% of L-glutamine and 10% of horse serum (Invitrogen-Gibco) and incubated at 37°C, 5% CO_2_ and 95% humidity. After 4 h 1× MEM was replaced with Neurobasal supplemented with 2% of B27 and 1% of L-glutamine (Invitrogen-Gibco). Coverslips with paraffin dots were placed inverted on the cells to create a suitable environment for neuron differentiation. Neurons were cultured for 1–18 days.

### Neuro2a Cell Culture and Damage

Neuro2a (N2a) cells were grown in DMEM high glucose containing 5% FBS, 1% of PS and 1% of L-glutamine (Invitrogen-Gibco). In order to promote neurite extension, FBS concentration was decreased from 5 to 1% for 72 h before inducing the stress (Fukui et al., 2011). Cells were plated at a density of 32,000 cells/cm^2^ and were treated with 0.5 μM of hydrogen peroxide for 24 h as oxidative stress, as previously described (Fukui et al., 2011). The day after the cells were transfected (lipofectamine 2000, Invitrogen) with 5 nmol of miR-7b-3p mimic (Invitrogen) and after 72 h collected for RNA and protein extraction.

### Cell RNA Extraction and qPCR

To perform qPCR to measure the expression level of miR-7b-3p, cells were treated as follows: medium was removed and cells were incubated with trypsin-EDTA 0.05% at 37°C. Then the detached cells were centrifuged at 1,000 RPM for 5 min, washed with 1× PBS and pellet was stored at −80°C. RNA was extracted and quantified by Nanodrop as previously described for *in vivo* experiments. RNA purification was applied before performing the qPCR for miR-7b-3p using a solution of 1/10 volume of NH_4_OAC (0.5 M), 2.5 volume of cold 100% EtOH and 1 μl of glycogen (Invitrogen) for each tube. Samples were incubated at 80°C for 30 min and centrifuged at 12,000 *g* at 4°C for 20 min. The supernatant was removed, the pellet washed with 75% cold EtOH and centrifuged again at 12,000 *g* at 4°C for 5 min. The pellet was resuspended in DEPC water. RNA samples were stored at −80°C before qPCR. qPCR at 1, 7, and 18 days was conducted in triplicate. The qPCR for miR-7b-3p was performed as previously described for *in vivo* experiments. The expression values (7 and 18 days) were normalised to 1 day.

### Nucleofection

Cortical neurons were electroporated immediately after tissue dissociation and before plating using the rat neuron nucleofector kit (Amaxa, Switzerland). In brief, 500,000 cells were centrifuged for 5 min at 1,000 rpm. After that, supernatant was removed and neurons were resuspended in 100 μl of Nucleofector solution. Then, 5 nmol of miR-7b-3p mimic (Invitrogen) per 1 × 10^6^ cells or negative control (Invitrogen) were added to the suspension (Buller et al., 2010). Neurons were electroporated with the Amaxa programme O-003. Finally, neurons were plated on poly-L-lysinate coverslip at a final concentration of 32,500 cells/cm^2^.

### Immunocytochemistry

Three days after nucleofection, cortical neurons grown on coverslips were fixed with 4% PFA for 15 min and rinsed three times in 1× PBS. Permeabilisation was carried out with 0.1% TritonX-100/1× PBS for 5 min and non-specific binding sites were blocked by 5% BSA/PBS for 30 min. The following primary antibodies were incubated for 1 h: 1:200 monoclonal mouse anti-SMI-32 (Biolegend, SMI-32P San Diego, CA, United States), 1:1,000 monoclonal rabbit anti-βIII-tubulin III (Sigma-Aldrich, T8660, St Luois, MO, United States) and 1:400 monoclonal cleaved caspase 3 (9664, Cell Signaling). After washing in 1× PBS, primary antibodies were detected with anti-rabbit or anti-mouse cyanine 3-conjugated secondary antibodies, anti-rabbit Alexa-596 conjugated secondary antibody and Phalloidin TRITC (Sigma-Aldrich) 546 (1:1,000) for 30 min. Once mounted, samples were examined and images acquired using an Olympus Fluoview 300 confocal laser scanning microscope (CLSM). To check miR-7b-3p overexpression, qPCR was performed in triplicates on samples at 3 days after nucleofection.

### *In vitro* Morphometric Analysis and Evaluation of Apoptosis

The images acquired at CLSM were then analysed with ImageJ software. Five different parameters were measured, (i) axon length (*n* = 3), (ii) number of neurites (*n* = 3), (iii) area of the growth cone (*n* = 5), (iv) percentage of the growth cone shape (*n* = 5), and (v) stage of the neuronal development (*n* = 4). Differentiated cells were defined as those bearing at least one neurite longer than twice the cell body. For each experiment at least 30 axons/neurites were measured. The same cells were also analysed for the number of dendrites emerging from the cell body. Both measures were expressed as the total mean length for cell electroporated with negative control and miR-7b-3p mimic. The area of the growth cones was measured by tracing in ImageJ while the percentage of the growth cone shape was calculated as the ratio of one growth cone morphology (fork, hand, and stick) on the total number of growth cones. The classification of the stage of neuronal development (stage I, II, and III) was analysed as previously described (Takano et al., 2015). Here the percentage of neurons at each stage was calculated on the total number of neurons analysed.

As concerns, the analysis of apoptotic signs/markers, the morphology of the nuclei and the expression of cleaved caspase 3 were analysed. A number >30 of neurons were analysed in sham and mimic conditions and results presented as the percentage of apoptotic nuclei or cleaved caspase 3-positive cells over the total number of nuclei/cells.

### Western Blotting

After 72 h from the transfection, both primary cortical neurons and N2a were collected (*n* = 3), the lysate centrifuged and the protein content measured by the BCA protein assay kit (Invitrogen). Protein extracts (15 μg) were separated on 10% SDS-poly-acrylamide gels and transferred to PVDF membranes. After washing in Tris–HCl-buffered saline 0.2% Tween-20 (TBST), the membranes were blocked for 1 h at RT in TBST with 5% milk and eventually incubated with the primary antibody (1:2,000 α-actin, A2066; 0.4 μg/ml Wipf2-HPA024467, Sigma-Aldrich) overnight at 4°C. Goat anti-rabbit IgG HRP (Invitrogen) was used as secondary antibody (1:2,000) for 1h at RT. The protein bands were detected with a western light chemiluminescence detection system (ECL, GE Healthcare Bio-Sciences AB) and photographed in an ImageQuant LAS 4,000 mini (GE Healthcare Bio-Sciences AB). The images were analysed by ImageJ, and cropped for presentation.

### Statistical Analysis

Data were evaluated as mean ± standard error of mean (SEM). Statistical analysis was performed using Prism 6.0 (GraphPad, San Diego, CA, United States). For the histological analysis the percentage of GFAP/IBA1 positive area was quantified using ImageJ and analysed with a non-parametric *t*-test (Mann–Whitney). Values *p* ≤ 0.05 were considered statistically significant. In the sRNA library preparation and sequencing experiments, the empirical differential expression analysis was confirmed by parametric (*t*-tests) and non-parametric (Mann–Whiney U) tests. For the statistical tests we considered *p* < 0.05 as statistically significant. miRNAs were considered differentially expressed if there was a >0.5 log_2_ fold change between controls and treatments, i.e., more than 1.5-fold change. To validate miR-7b-3p and its targets by qPCR, changes in miRNA/gene levels were detected as the difference in threshold cycle (ΔCT) between the target gene and the housekeeping gene. The results were analysed by Mann–Whitney test and *t*-test and presented as normalised values between SHAM controls and SCI groups. In the nucleofection experiments, the statistical analysis was performed by a non-parametric *t*-test (Mann–Whitney). For the morphometric analysis *t*-test was employed for the axon length, number of neurites and growth cone analysis, the χ^2^ test was employed for the neuron stage analysis and values *p* ≤ 0.05 were considered statistically significant. The count of apoptotic nuclei and the expression of cleaved caspase 3 was analysed by *t*-test. In the western blotting the protein bands were analysed by *t*-test and the data presented as relative protein level.

## Results

### SCI Triggers Neuroinflammation but Not Evident Neuronal Degeneration at Cortical Level

C57BL/6J male mice underwent a complete spinal cord transection at the cervical level 6 (C6) by a syringe needle. To characterise this injury model, we analysed the inflammatory reaction and the presence of degenerating cells in sensorimotor cortex 12 h and 3 days post SCI in both young (P15) and adult cohorts (P90). The level of microglia activation (IBA-1 positivity) increased in all the SCI groups (*t*-test, *t*-statistic, *p* < 0.0001) also at the cortical level (Supplementary Figure 1). In adult mice no signs of astrogliosis (GFAP reactivity) were observed in the cortex (data not shown). Altogether these results suggest that the spinal cord lesion can trigger an inflammatory response also at cortical level. We did not detect degenerating cells by FJC staining in the sensorimotor cortex, whereas degenerating cells were markedly visible in the spinal cord of SCI mice (Supplementary Figure 2). These results seem to indicate that the lesion model does not activate a cell death pathway at the cortical level.

### miR-7b-3p Is the Major Upregulated miRNA in SCI-Sequencing Profile

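Small RNA from the mouse sensorimotor cortex was sequenced in 24 libraries, 3 of SHAM controls and 3 of SCI mice in each of 4 comparisons (P15 12 h, P15 3 days, P90 12 h and P90 3 days). HD adapters, which carry degenerate nucleotides at their ligating ends, were used to reduce sequencing bias. The authors trimmed the adapters and these nucleotides and deposited, for each library, every distinct read of 17 to 34 nt with its count, without normalization. The paper's methods name both the whole sensorimotor cortex and its layer V as the tissue. In the sample labels the controls are called wild type or control, and they are taken here as the SHAM controls of the paper. The libraries held between 8369595 and 44026755 reads, with a median of 18899511. In P15 12 h the SHAM libraries held 12721648 to 17282758 reads (median 16542849) and the SCI libraries 10306576 to 22537211 (median 21344186). In P15 3 days they held 8369595 to 38673907 (median 15692382) and 37397074 to 44026755 (median 37963374), respectively. In P90 12 h they held 20534330 to 34298726 (median 21150632) and 12387840 to 17244817 (median 16350291). In P90 3 days they held 11199173 to 37349056 (median 22380030) and 11618070 to 20516265 (median 14142307). The smallest share that 3 reads can show was 0.0681 to 0.358 RPM (counts scaled to the library total). These floors cover counting error only, since reads amplified by PCR are not independent molecules. Between 56.5% and 77.7% of the reads matched annotated miRNA hairpins. SHAM and SCI libraries did not overlap in this share in P15 12 h (73.9% to 74.5% against 77.0% to 77.7%). They did not overlap in P90 12 h either (75.8% to 77.7% against 70.2% to 74.1%), in the opposite direction. In P15 3 days and P90 3 days they overlapped. A difference in preparation between SHAM and SCI libraries is therefore not excluded at 12 h. SHAM libraries 1 and 2 of P15 3 days differed in composition from the other 22 libraries. Of their distinct sequences, 33.8% and 35.6% were read once, against 72.2% to 86.4% in the others. Reads matching rRNA loci made up 7.15% and 6.17% of these libraries, against 1.04% to 2.31% in the others.
Reads of at least 18 nt were assigned to 1 arm of a hairpin when the whole read matched it without mismatch, using the 1174 named hairpins of the GENCODE M21 annotation of GRCm38. Each miRNA was represented by its most abundant sequence, as the paper describes, which gave 1712 miRNAs. SCI and SHAM libraries were compared with edgeR's quasi-likelihood test on TMM-normalized counts, over miRNAs with a mean normalized count of at least 5. A miRNA was called differentially expressed (DE) with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change past 1 in size. The paper used DESeq2, which is reported as an alternative.

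**Figure D1:**
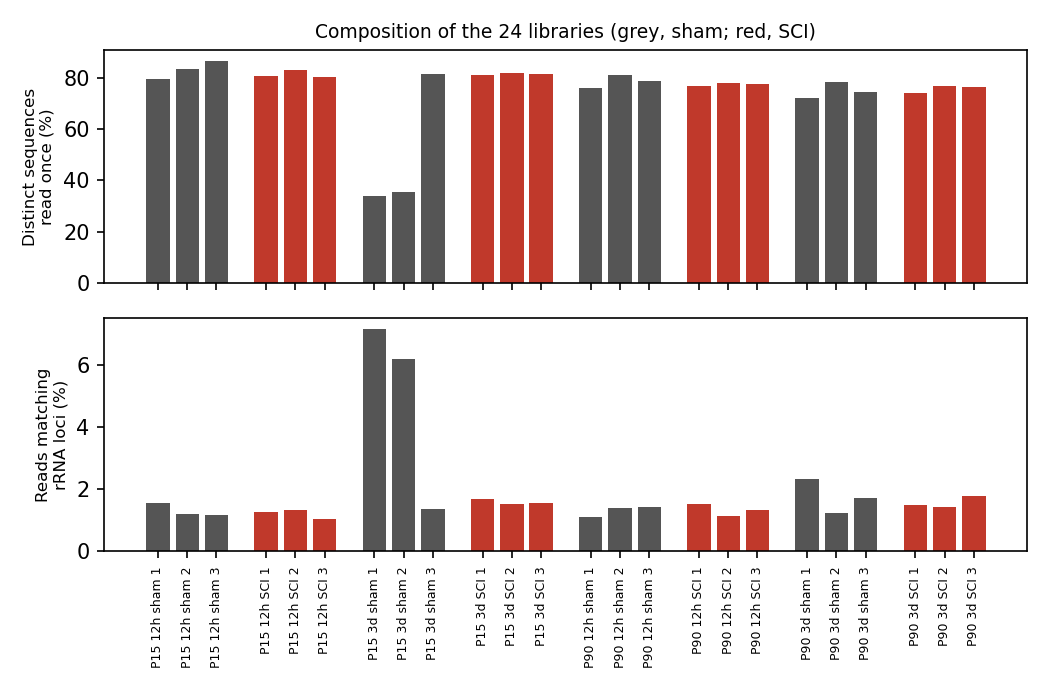
Composition of the 24 libraries, with SHAM libraries in grey and SCI libraries in red. The upper bars give the percentage of distinct sequences read once and the lower bars the percentage of reads matching rRNA loci; SHAM 1 and SHAM 2 of P15 3 days are at 33.8% and 35.6% in the upper panel and at 7.15% and 6.17% in the lower.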

To evaluate miRNA differential expression after SCI, a complete transection of the spinal cord was performed in P-15 and P-90 mice. sRNA sequencing was then performed on isolated layer V sensorimotor cortex tissue, sampled at 12 h and 3 days after SCI (Figure 1).

**FIGURE 1:**
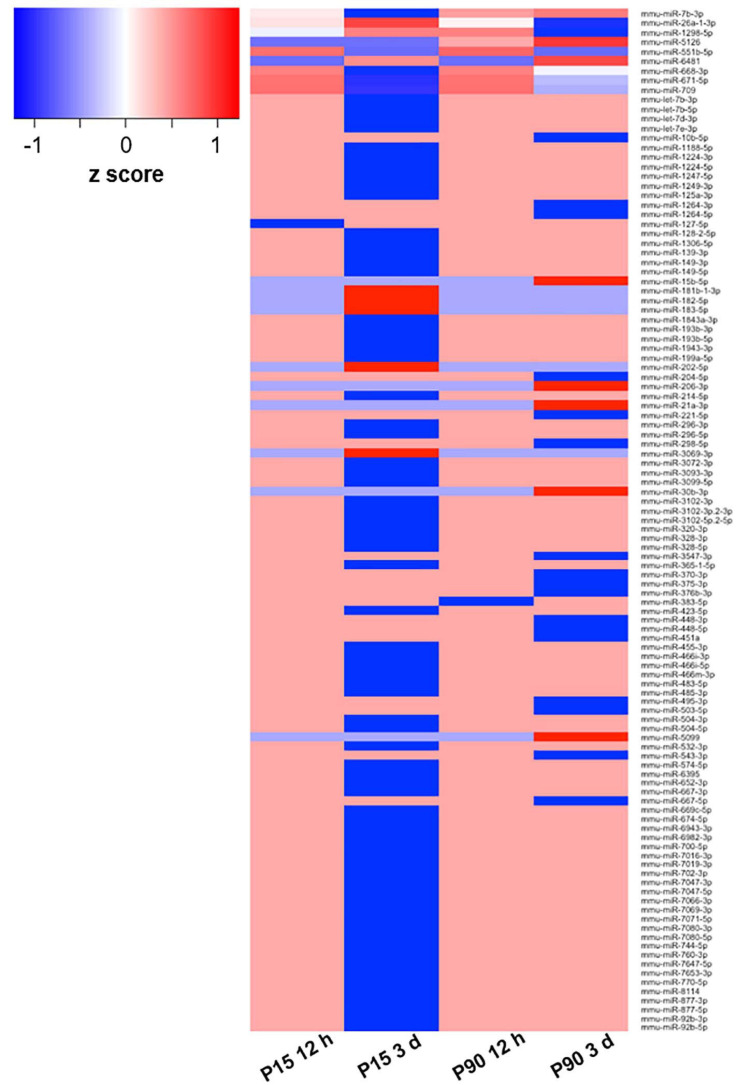
Deregulated miRNA after SCI. Heat map based on log_2_ fold change values of 110 DE miRNAs in at least one of the comparisons between cohorts (P15 12 h, P15 3 days, P90 12 h, P90 3 days) plus corresponding controls. The *z*-score represents the deviation from the mean by standard deviation units; *n* = 3 for each experimental group.

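In P15 12 h, 717 miRNAs passed the filter on low counts and 1 was DE, with a higher count after SCI, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 831 miRNAs of P15 3 days was DE, while 189 had an unadjusted p under 0.05. In P90 12 h 3 of 661 miRNAs were DE, all of them higher after SCI. In P90 3 days 20 of 664 were DE, 9 higher and 11 lower. Across the comparisons 21 miRNAs were DE in at least one of them. With DESeq2 there were 5, 102, 6 and 19 DE miRNAs in the same order and 120 in at least one comparison. The threshold on p moved this number most, to 194 at an unadjusted p under 0.05 with the same limit on the fold change. The spread between replicates was widest in P15 3 days, where the biological coefficient of variation was 0.437, against 0.190 in P15 12 h, 0.226 in P90 12 h and 0.162 in P90 3 days. The median size of the log2 difference from the SCI libraries of P15 3 days was 0.92 for SHAM libraries 1 and 2 and 0.24 for SHAM library 3. SHAM and SCI libraries share replicate numbers in the labels, and the deviations of same-numbered libraries correlated at 0.027 in P15 12 h, 0.081 in P15 3 days, -0.247 in P90 12 h and -0.045 in P90 3 days, against -0.014, -0.041, 0.124 and 0.022 for libraries with different numbers. The values for different numbers follow from the others, since deviations from the mean of 3 libraries were used, so they are not a separate comparison. With the replicate number as a block, taken from the labels, 3, 0, 1 and 17 miRNAs were DE.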

To select a candidate miRNA for further investigation, we looked for correlations/relationships between differentially expressed (DE) miRNAs and groups. 

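The following values come from the edgeR comparison of 3 SCI with 3 SHAM libraries in each group, with Benjamini-Hochberg adjusted p. miR-551b-5p rose by 1.59 on the log2 scale in P90 12 h (standard error 0.25, adjusted p = 0.0463) and by 1.49 in P15 12 h (standard error 0.37, adjusted p = 0.157). Its P90 12 h call was lost in 6 of the 6 fits that each left out 1 library. It was also lost under 6 of 12 alternative settings, among them the replicate number as a block (1.58, adjusted p = 0.219). miR-6481-3p, whose sequence also matches a mitochondrial tRNA, rose by 2.92 in P90 3 days (standard error 0.51, adjusted p = 0.0142) and by 2.15 in P15 3 days (standard error 0.36, adjusted p = 0.115). miR-5126-3p rose by 2.90 in P90 12 h (standard error 0.42, adjusted p = 0.0383) and by 3.61 in P90 3 days (standard error 0.39, adjusted p = 6.3e-04). Its P90 12 h call was lost in 4 of the 6 fits that each left out 1 library, and under 4 of 12 alternative settings. That of P90 3 days was kept in all 6 fits and lost under 1 of 12 settings. The sequence is 18 nt long and made only of G and C, with SHAM counts of 8.4, 10.4 and 17.5 in P90 12 h. Among the downregulated miRNAs, miR-1298-5p had a log2 fold change of -3.26 in P90 3 days (standard error 0.59, adjusted p = 0.0176), with counts of 2345, 321 and 2446 in the SHAM libraries and 189, 158 and 190 in the SCI libraries. The P90 3 days call was lost in 4 of the 6 fits that each left out 1 library. Its log2 fold change in P15 12 h was -1.32 (standard error 0.28, adjusted p = 0.0761). It did not fall in P90 12 h (2.12, standard error 0.89, adjusted p = 0.533) or P15 3 days (1.30, standard error 0.78, adjusted p = 0.321). miR-671-5p had a log2 fold change of -2.19 in P90 3 days (standard error 0.18, adjusted p = 2.2e-04) and of -3.22 in P15 3 days (standard error 0.51, adjusted p = 0.115). miR-668-3p had a log2 fold change of -1.46 in P15 3 days (standard error 0.41, adjusted p = 0.122) and of -0.46 in P90 3 days (standard error 0.12, adjusted p = 0.0502). With a correction for GC content its value in P15 3 days was -0.23 (adjusted p = 0.69 from edgeR). miR-709-3p was represented by 22 reads over the 24 libraries and passed the filter on low counts in P15 3 days alone, with a log2 fold change of -3.18 (standard error 1.77, adjusted p = 0.299).
By edgeR with the filter on low counts, miR-5126-3p and miR-7b-3p were the 2 miRNAs DE in the same direction in more than 1 comparison. With the replicate number from the labels as a block, 2 miRNAs were again shared, but miR-5126-3p was not DE in P90 12 h (2.83, adjusted p = 0.0836), whereas miR-1298-5p was DE in P15 12 h (-1.37, adjusted p = 0.0419) and P90 3 days (-2.88, adjusted p = 0.00567). Same-numbered libraries correlated at 0.027 in P15 12 h, -0.247 in P90 12 h and -0.045 in P90 3 days. With DESeq2 there were 10. Of the miRNAs above, miR-551b-5p, miR-6481-3p, miR-5126-3p, miR-1298-5p and miR-671-5p were among them, whereas miR-668-3p and miR-709-3p were not. The SCI libraries of P15 3 days were compared with 3 SHAM libraries, 2 of which differed in composition from all the others.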

Three miRNAs were upregulated (miR-551b-5p, miR-6481, and miR-5126), while four were downregulated (miR-1298-5p, miR-668-3p, miR-671-5p, and miR-709) and shared between two groups. Instead miR-7b-3p and miR-26a-1-3p were both upregulated and shared among three groups (P15-12 h, P90-12 h, and P90-3days, and P15-12 h, P15-3 days, and P90-12 h, respectively). These two miRNAs were found in both young and adult mice with miR-7b-3p showing the highest fold change (log_2_ fold change) when compared to controls (Table 1). This data suggested that miR-7b-3p could perform gene regulatory functions related to SCI independent of animal age and may have stronger biological/clinical relevance. 

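miR-7b-3p (CAACAAGTCACAGCCAGCCTCA) lies on chromosome 17 of GRCm38 from 56243055 to 56243076 on the plus strand, inside the Mir7b hairpin (56242988 to 56243098, ENSMUSG00000065491.1), and no other annotated gene on that strand contains it. Its normalized count in P15 12 h was 204 ± 28.3 (SD, n = 3) in SHAM and 596 ± 195 (SD, n = 3) in SCI libraries, a log2 fold change of 1.54 (standard error 0.26, adjusted p = 0.0273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In P90 12 h it was 123 ± 18.3 and 492 ± 90.8, a log2 fold change of 2.01 (standard error 0.21, adjusted p = 0.0069 from the edgeR test). In P90 3 days it was 110 ± 35.5 and 496 ± 63.0, a log2 fold change of 2.21 (standard error 0.23, adjusted p = 6.3e-04 from the edgeR test). In these 3 comparisons each SCI library was above every SHAM library (two-sided exact permutation test, p = 0.10 each, the smallest that 3 libraries against 3 allow). The counts in P15 3 days were 695, 2500 and 565 in the SHAM libraries and 1677, 1701 and 1396 in the SCI libraries. The log2 fold change there was 0.35 (standard error 0.55, adjusted p = 0.687 from the edgeR test), within the spread between replicates.
With the replicate number from the labels as a block, the log2 fold change of miR-7b-3p was 1.49 in P15 12 h, 0.69 in P15 3 days, 2.00 in P90 12 h and 2.23 in P90 3 days, with adjusted p of 0.0419, 0.418, 0.0432 and 7.2e-04 from edgeR. The deviations of same-numbered libraries correlated at 0.027 in P15 12 h, 0.081 in P15 3 days, -0.247 in P90 12 h and -0.045 in P90 3 days.
miR-26a-1-3p (CCTATTCTTGGTTACTTGCACG) lies on chromosome 9 from 119031850 to 119031871 on the plus strand, in an intron of the protein-coding gene Ctdspl. Its log2 fold change was 1.24 in P15 12 h (standard error 0.30, adjusted p = 0.144), 1.92 in P15 3 days (standard error 0.55, adjusted p = 0.122), 1.20 in P90 12 h (standard error 0.23, adjusted p = 0.102) and 0.97 in P90 3 days (standard error 0.27, adjusted p = 0.0677) by the edgeR test. In all 4 comparisons each SCI library was above every SHAM library (two-sided exact permutation test, p = 0.10 each). The log2 change was also averaged over the 12 pairs of same-numbered libraries, and tested by exact permutation over 4096 swaps within pairs. The mean was 1.35 for miR-26a-1-3p, with a rise in 12 of 12 pairs (exact permutation p = 4.9e-04). For miR-7b-3p it was 1.58, with a rise in 11 of 12 pairs (exact permutation p = 9.8e-04). The paper picked both miRNAs from these same libraries for their rise, so these unadjusted p-values are no separate support for it. With DESeq2, miR-26a-1-3p was DE in P15 12 h (adjusted p = 0.00999), P15 3 days (adjusted p = 0.00285) and P90 12 h (adjusted p = 0.00452).

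**Figure D2:**
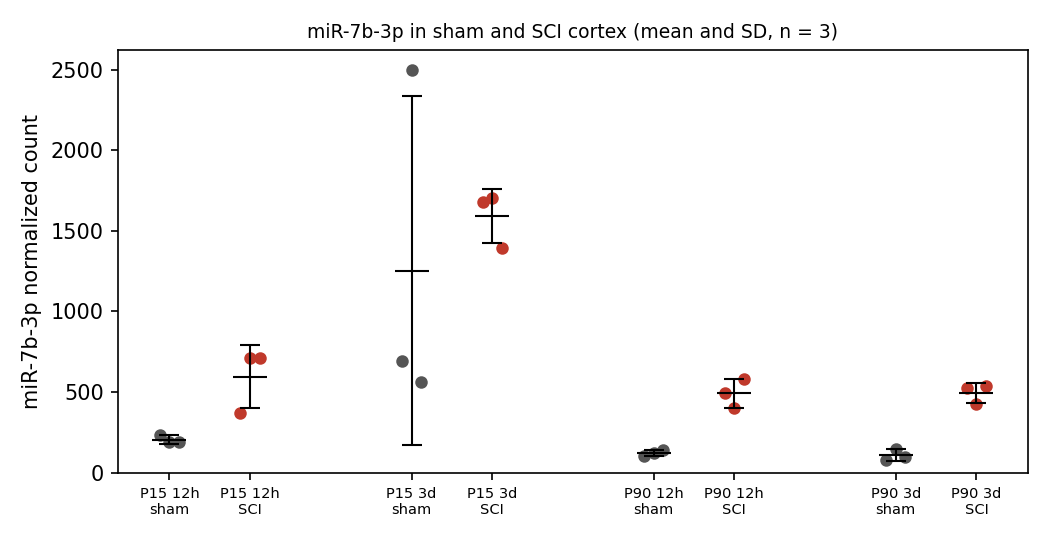
Normalized counts of miR-7b-3p (vertical axis) in the SHAM (grey) and SCI (red) libraries of each comparison (horizontal axis), with 1 point per library and bars for the mean and SD (n = 3). Counts were normalized within each comparison, so their levels compare SCI with SHAM and not one comparison with another; in P15 3 days the SHAM libraries spread from 565 to 2500 around the SCI libraries.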

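In P15 12 h the log2 fold change of miR-7b-3p was 1.54 (standard error 0.26) and that of miR-26a-1-3p 1.24 (standard error 0.30), so the difference was of the size of the errors. In P90 12 h the values were 2.01 (standard error 0.21) and 1.20 (standard error 0.23), and in P90 3 days 2.21 (standard error 0.23) and 0.97 (standard error 0.27). In P15 3 days the order was the other way, with 0.35 (standard error 0.55) for miR-7b-3p and 1.92 (standard error 0.55) for miR-26a-1-3p. The log2 ratio of miR-7b-3p to miR-26a-1-3p was also compared within pairs of same-numbered SHAM and SCI libraries, the numbers being taken from the labels. It rose in 2 of 3 pairs in P15 12 h (mean 0.31), in 3 of 3 in P90 12 h (mean 0.79) and in 3 of 3 in P90 3 days (mean 1.33). In P15 3 days it fell in all 3 pairs (mean -1.53). Over the 12 pairs together the mean was 0.23 (two-sided exact permutation test over 4096 swaps within pairs, p = 0.520), which joins comparisons of opposite direction. Among the DE miRNAs that rose, miR-5126-3p had a larger log2 fold change than miR-7b-3p in P90 12 h (2.90), and in P90 3 days miR-7b-3p was in the 4th place, with 3.61 for miR-5126-3p and 2.92 for miR-6481-3p.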

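The effect of SCI on miR-7b-3p was tested over all 24 libraries. With age and time point as a covariate its log2 fold change was 1.50 (standard error 0.24, adjusted p = 4.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The effect at P90 minus that at P15, averaged over the time points, was 1.13 on the log2 scale (standard error 0.38, adjusted p = 0.182 over 728 miRNAs, unadjusted p = 0.00692). With the libraries of 12 h alone this difference between ages was 0.41 (standard error 0.35, adjusted p = 0.872). The effect at 3 days minus that at 12 h was -0.47 (standard error 0.38, adjusted p = 0.492), and 0.16 (standard error 0.31, adjusted p = 0.981) with the P90 libraries alone. These differences between ages and time points were not past the threshold. With SHAM replicate 3 of P15 3 days left out, the difference between ages was 1.33 and past it (adjusted p = 0.0068 from edgeR). In 23 of the 24 fits that each left out 1 library it was not past it. The fit without SHAM 3 leaves only SHAM 1 and 2 of P15 3 days, which differed in composition from the other libraries. With the replicate number as a block, taken from the labels, the log2 fold change over all libraries was 1.58 and the difference between ages 1.00, with adjusted p of 0.00195 and 0.432 from edgeR. The correlation of same-numbered libraries was between -0.247 and 0.081 in the 4 comparisons. From the sharing of miR-7b-3p among 3 groups that include both ages, and from its fold change, the paper proposes a role related to SCI that does not depend on the age of the animal.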

To better understand the role of miR-7b-3p, we screened the literature using PubMed and miRpub, a specific database collating miRNA-related articles. We focused on functions related to neurite/axon outgrowth during development, following a lesion and/or specifically related to SCI. Although some evidence had been reported in the literature for miR-7b-3p, there were no validated target genes reported in miRWalk (Table 1).

**TABLE 1:** miR-7b-3p general information.

	**Log_2_ fold change**	**Experimental group(s)**	**Functions**	**References**	**miRWalk validated target(s)**
miR-7b-3p	1.56 1.99 2.17	P-15-12 h P-90-12 h P-90-3 days	• Cerebral cortex development • Neurite outgrowth • Synaptic formation • OL specification • PD, schizophrenia, SCI pathogenesis and ischemia	•Chen et al., 2010 •Pollock et al., 2014 •Liu et al., 2012 •Zhao et al., 2012 •McMillan et al., 2017 •Beveridge and Cairns, 2012 •Liu et al., 2009 •Liu et al., 2018	No validated targets

*miRNA functional analysis by miRpub, PubMed, and miRWalk. In the second column, log_2_ fold change is reported (*n* = 3).*

### q-PCR Confirmed the Upregulation of miR-7b-3p in the Cortex of SCI

To confirm the sequencing results, miR-7b-3p was further analysed by qPCR to confirm its DE in SCI compared to SHAM controls. A significant upregulated fold change of 2.28 ± 0.37, 1.57 ± 0.85, and 9.8 ± 3.01 times was observed for miR-7b-3p in SCI P-15 12 h, P-90 12 h, and P-90 3 days, respectively, compared to controls (*t*-test, *t*-statistic, SHAM vs SCI *p* < 0.0006 in P-15 12 h; *p* < 0.007 in P-90 12 h; *p* < 0.007 in P-90 3 days). We also found that miR-7b-3p expression level was 6.16 ± 2.02 times higher in SCI P-15 3 days mice compared to SHAM controls (Figure 2; *t*-test, *t*-statistic, SHAM vs SCI *p* < 0.004). The expression of miR-7b-3p increased over time between 12 h and 3 days in both animal age groups. This data suggested that miR-7b-3p could exert a specific role connected to SCI independently of animal age and time after lesion induction.

**FIGURE 2:**
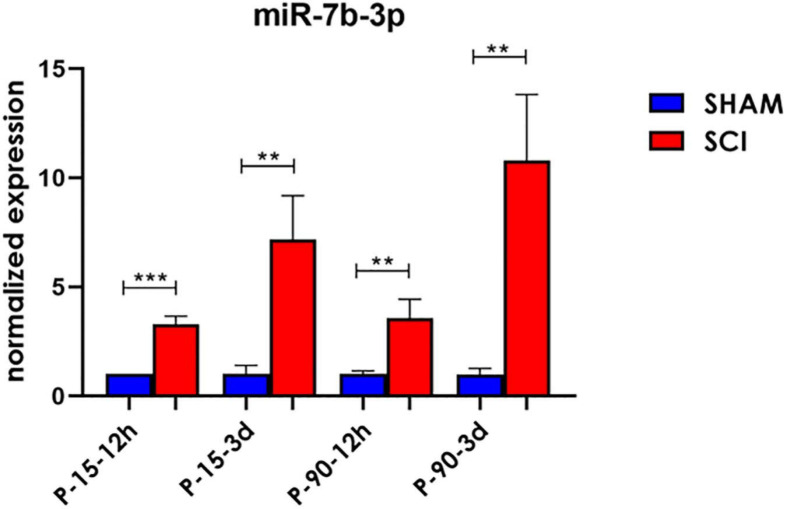
miR-7b-3p upregulation following SCI. miR-7b-3p upregulation in all SCI groups was confirmed by RT-PCR. The graph expresses miRNA normalised relative expression values ± SEM (Mann–Whitney ***p < 0.001; **p < 0.01; *n* = 8 for each group).

### miR-7b-3p Targets Genes Essential for Neurite Outgrowth

To better investigate the role of miR-7b-3p in regulating the axon guidance process, we validated several miR-7b-3p target genes by qPCR. Since the seed sequence is shared between miR-7a-2-3p and miR-7b-3p, we first analysed the seven genes already known to be targets of the first miRNA and directly linked to different neuronal processes (Supplementary Table 1). As shown in Figure 3, *Wipf2* expression (*t*-test, *t*-statistic, *p* = 0.02) decreased in SCI P-15 3 days animals compared to controls (Figure 3A); *Zdhhc9* expression (*t*-test, *t*-statistic, *p* = 0.002) was increased in SCI P-15 3 days (Figure 3A); *Prkcb* (*t*-test, *t*-statistic, *p* = 0.04), *Wipf2* (*t*-test, *t*-statistic, *p* = 0.02), and *Pfn2* (*t*-test, *t*-statistic, *p* = 0.01) were increased in P-90 3 days SCI mice compared to SHAM controls (SMAH vs SCI). Since *Wipf2* is known to be essential for neurite outgrowth/extension, this result implicates its possibility as a direct miR-7b-3p target. Considering that *Zdhhc9*, *Prkcb*, and *Pfn2* are linked to axon growth (Supplementary Table 1), their upregulation in SCI could represent an indirect link between miR-7b-3p and their relative expression.

**FIGURE 3:**
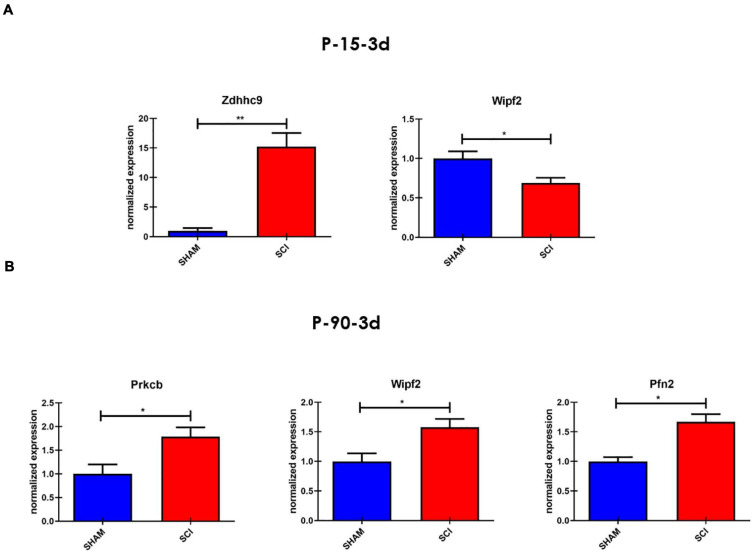
The targets of miR-7b-3p. **(A)** Two/seven genes were found to be up and downregulated in P15-3d SCI group, while three/four resulted upregulated in P-90-3 days SCI **(B)**. The graphs express normalised relative expression values (RT-PCR) ± SEM (*t*-test **p ≤ 0.002; *p < 0.01; *n* = 5 for each group).

We then screened a selected list of genes predicted to be targets of miR-7b-3p by qPCR custom plates in two of the experimental groups. We chose 66 genes belonging to the following KEGG pathways: axon guidance, negative regulation of anoikis, regulation of actin cytoskeleton, PI3K-Akt signalling pathway. Among all the genes analysed, 16 were downregulated in the cortex of SCI mice and among them, two (*G6pc* and *Ntrk2*) were shared between the two groups (Figure 4). Only some genes have been experimentally demonstrated as key components of the KEGG pathways. The function of some genes such as *G6pc*, *Ptrh2*, and *Itgb3* in this context remains unclear (see Supplementary Table 2).

**FIGURE 4:**
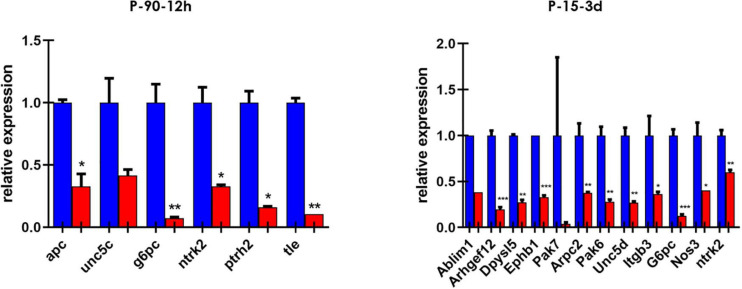
Custom card of putative miR-7b-3p targets. Downregulated genes in P-90-12 h and P-15-3 days experimental groups. Data are shown as normalised relative expression values of technical replicates (RT-PCR, *n* = 3 technical replicates; *p ≤ 0.04, **p ≤ 0.09, ***p ≤ 0.0006).

### miR-7b-3p Is Not Responsible of Neurite Outgrowth During *in vitro* Cortical Neuron Development

In order to better understand the role of miR-7b-3p, we evaluated whether this miRNA could be related to the axon growth during cortical neuron development, a function that could be exploited as potential SCI target (Hilton and Bradke, 2017). We used an *in vitro* system to mimic three different time points, 1, 7, and 18 days corresponding to the undifferentiated neuron stage, dendritogenesis beginning stage, and mature neuron stage, respectively (Figure 5A). miR-7b-3p expression was constant during neuron development with slight oscillations among the time groups possibly suggesting its expression change reactivation only after SCI (Figure 5A).

**FIGURE 5:**
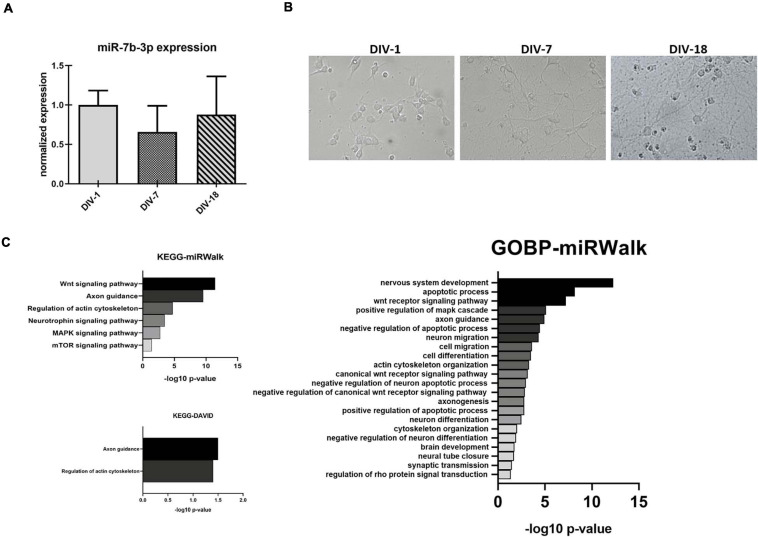
miR-7b-3p expression and functional analysis in primary cortical neurons. **(A)** Developing *in vitro* cortical neurons, DIV-1 undifferentiated neuron stage, DIV-7 dendritogenesis stage, and DIV-18 mature neuron stage; **(B)** miR-7b-3p expression at DIV-1-7-18 presented as normalised relative expression value compared to DIV-1; **(C)** enriched annotation terms with a significant *p*-value analysed by miRWalk and DAVID 6.7 (*n* = 3; values expressed as –log_10_ *p*-value).

To further analyse miR-7b-3p function during development, we studied *in vitro* the morphological phenotype of cortical neurons in which we overexpressed this miRNA. Cells transfected with miR-7b-3p mimic showed a significant upregulation of 3.05 (*t*-test, *t*-statistic, *p* 0.02) times compared to the negative control transfected cells (Figure 6A). However, miR-7b-3p overexpression did not change the axon length or the number of neurites (Figures 6A,B). These results suggest that miR-7b-3p is not involved in neurite or axon growth during the cortical development.

**FIGURE 6:**
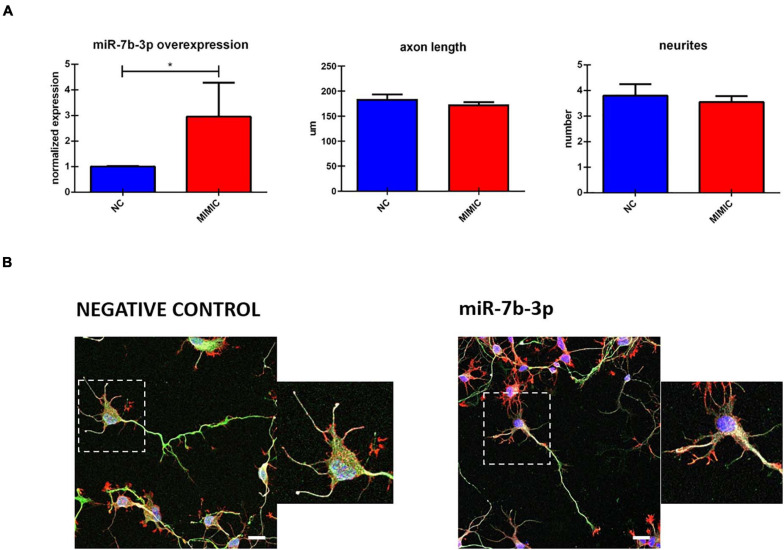
miR-7b-3p overexpression and its role in neurite outgrowth. **(A)** miR-7b-3p overexpression and measurement of axon length (*n* = 3) and number of dendrites (*n* = 3). **(B)** Comparable axon length and number of dendrites in NC (negative control) and mimic-7b-3p electroporated cells. Scale bars: **(B)**, 20 μm. The graphs express miRNA normalised relative expression value, μm for axon length and number for neurites ± SEM (*t*-test *p 0.02).

### miR-7b-3p Maintains the Cells in a More Plastic Stage

Since no validated targets are known for this miRNA, we performed a functional analysis based on putative targets predicted by (i) miRWalk algorithm or (ii) miRWalk intersection among 12 different databases. We considered only those genes predicted by at least 6 databases for DAVID 6.7. Different KEGG and GOBP neuronal related functions (mainly connected to axon cytoskeleton, neural development, and apoptosis) showed a significant *p*-value (Bonferroni *post hoc* test, *p* ≤ 0.03, Figure 5C). Only two KEGG neuronal functions (axon guidance and regulation of actin cytoskeleton) reached statistical significance (Figure 5C).

On the basis of these results, we explored the effect of miR-7b-3p overexpression on the growth cone area and shape of cortical neurons. However, the total growth cone area was not affected by the transfection of miR-7b-3p mimic (Figure 7A). Similarly, the analysis of the ratio of the growth cone shape (forked, stick, and hand) on the total number of growth cone (expressed in percentage) did not reveal any significant change overexpressing the miRNA (Figures 7A,B).

**FIGURE 7:**
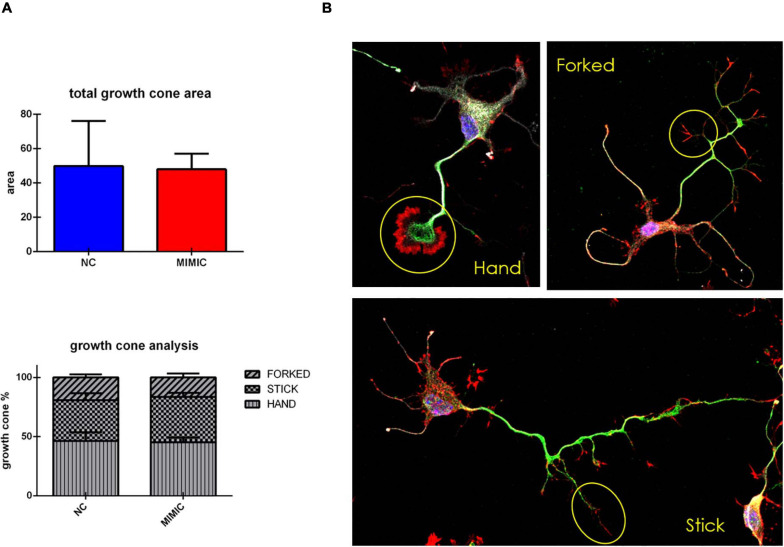
Growth cone analysis in cortical neurons overexpressing miR-7b-3p. **(A)** Measurement of the growth cone area and the percentage of “hand,” “forked,” and “stick” growth cone shape in mimic transfected cells. **(B)** “hand,” “forked,” and “stick” growth cone shape analysed in cortical neurons with SMI-32 (neurofilament in white), βIII-tubulin (cytoskeleton in green), phalloidin (actin in red). Scale bar: 20 μm. The graphs express the area and the percentage of each type of growth cone/total growth cone number ± SEM (*n* = 5; *t*-test n.s.).

During development cortical neurons switch from a round shape (stage I) to a ramified middle stage (stage II) and eventually reach the stage III in which the longest branch will become the axon of the neuron (Figure 8). We analysed the percentage of cells at each stage after mimic transfection. Interestingly, miR-7b-3p overexpression significantly increased the percentage of neurons at stage II (χ^2^ test, *p* = 0.04) (Figure 8). These results suggest a role of miR-7b-3p in maintaining the cells in a more immature and, likely plastic, neuronal developmental phase.

**FIGURE 8:**
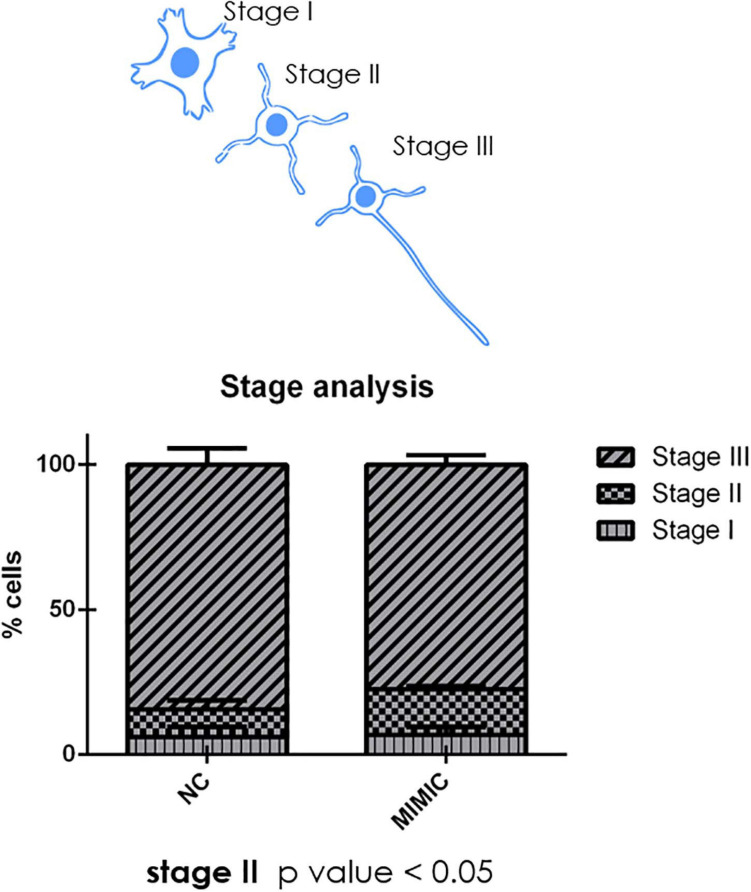
moiR-7b-3p increases the number of neurons in stage II. The number of stage I, II, and III neurons is expressed as a percentage on the total number of neurons analysed. An increased stage II number of neurons is shown (*n* = 4; *t*-test *p ≤ 0.05 for stage II).

### miR-7b-3p Reduces Apoptosis in Primary Cortical Neurons

The functional analysis based on putative targets of miR-7b-3p also included the class of genes related to apoptosis. We then explored the effect of the overexpression of the miR-7b-3p in cortical neurons, evaluating the morphology of the nuclei and the expression of cleaved caspase 3 (a well know apoptotic marker; Crowley and Waterhouse, 2016). The overexpression of miR-7b-3p resulted in a significant lower percentage of apoptotic nuclei (Figure 9, *t*-test, *t*-statistic, *p* = 0.03) and a reduced expression of cleaved caspase 3 compared to the control cells. This result indicates that miR-7b-3p can counteract the apoptotic mechanisms and exert a neuroprotective effect.

**FIGURE 9:**
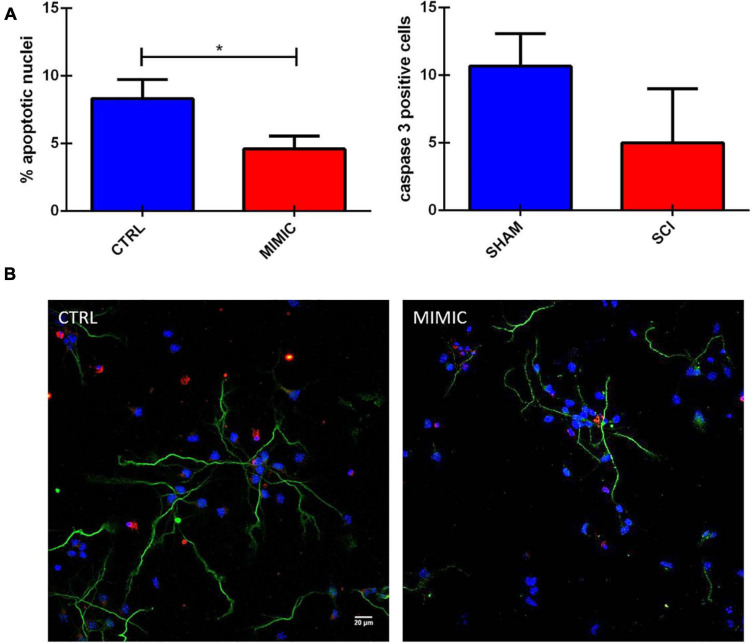
miR-7b-3p reduces the number of apoptotic neurons *in vitro*. **(A)** Analysis of the percentage of apoptotic nuclei (% values ± SEM, *t*-test, *p = 0.03) and cleaved caspase 3 in mimic overexpressing cells. **(B)** Cleaved caspase 3 expression (red), SMI-32 (green), DAPI (blue) in CTRL and MIMIC cortical neurons.

### *In vitro* miR-7b-3p Overexpression Reduces Wipf2 Expression in Damaged but Not in Healthy Neurons

We finally investigated the effect of miR-7b-3p overexpression on Wipf2 expression, one of the predicted target genes whose transcript was downregulated in P-15-3d mice (Figure 3). In healthy primary cortical neurons, the miRNA overexpression does not affect the Wipf2 protein expression, as shown in Figure 10A. However, N2a cells overexpressing miR-7b-3p (Supplementary Figure 3) upon an oxidative stress (H_2_O_2_ administration, mimicking the SCI environment), exhibited a significant decreased expression of Wipf2 (Figure 10B). This result confirms *Wipf2* as a direct target of miR-7b-3p, but only in damage conditions. Therefore, miR-7b-3p can downregulate the expression of neurite growth/regeneration related genes (as *Wipf2*) and, once again, this supports the hypothesis that miR-7b-3p can maintain the cells in a more immature state, possibly at the expense of the axon growth.

**FIGURE 10:**
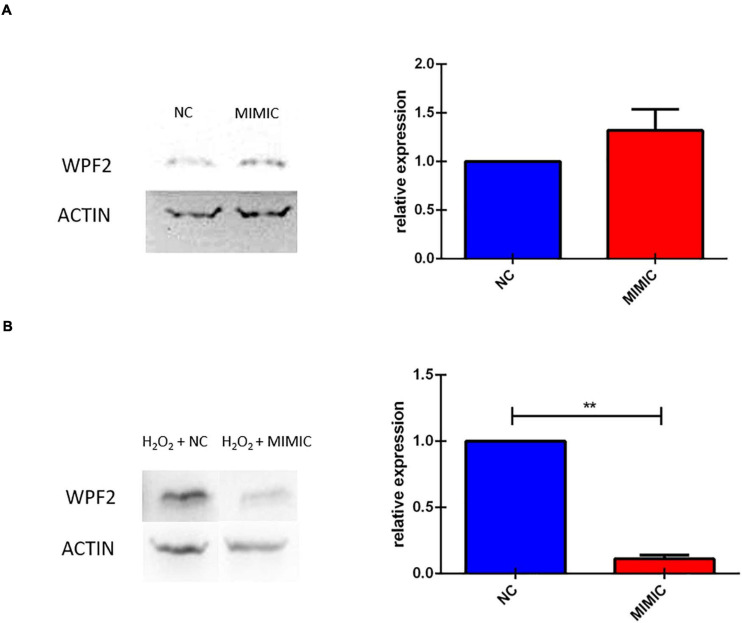
miR-7b-3p overexpression *in vitro* reduces Wipf2 protein level upon oxidative stress condition. **(A)** After miR-7b-3p mimic transfection, the relative expression of Wipf2 protein was quantified both in primary cortical neurons in healthy state and **(B)** in N2a cells undergone oxidative stress condition. Data are shown as normalized relative expression values (*n* = 3, **p ≤ 0.001).

## Discussion

We investigated the miRNA profile in SCI in order to identify specific miRNAs involved in regeneration/plasticity. We performed next generation sequencing of the layer V sensorimotor cortex in both young and adult mice to evaluate miRNA dysregulation 12 h and 3 days after SCI. The only miRNA significantly upregulated in all of the evaluated conditions was miR-7b-3p, whose function in spinal cord lesion was the focus of this work.

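By sequencing, miR-7b-3p was DE in 3 of the 4 comparisons with edgeR's quasi-likelihood test, and with DESeq2 in the same 3. No other miRNA was DE in 3 comparisons with edgeR and the filter on low counts. With DESeq2, and with edgeR without that filter, miR-26a-1-3p was past the threshold in 3 comparisons too. Without the filter, adjusted p from edgeR was far smaller at nearly the same fold change. For miR-1298-5p in P90 3 days it was 4.8e-72 (-3.30), against 0.0176 (-3.26) with the filter. Its SHAM counts there were 2345, 321 and 2446, so calls without the filter are weak evidence. In P15 3 days the log2 fold change of miR-7b-3p was 0.35 (standard error 0.55, adjusted p = 0.687 from edgeR), and it ranged from 0.00 to 1.34 when each of the 6 libraries was left out in turn. Each SHAM library of P15 3 days lay below the SCI mean of 1591 except SHAM 2, whose count was 2500 (two-sided exact permutation test, p = 0.40).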

Several studies analysed the global profiling of miRNA expression after SCI obtaining differential expression for a great number of sRNAs (Liu et al., 2009). Some miRNAs acting on different pathways promote functional recovery. For instance, miR-133b is an important determinant for axon regrowth and functional recovery by reducing RhoA protein in an adult zebrafish SCI model (Yu et al., 2011). miR-124 has been demonstrated to control at least four different pathways (PI3K/AKT, REST, and Rho1) all related to axon regrowth after injury (Ghibaudi et al., 2017). Despite the growing number of miRNAs connected to SCI condition, we still lack a complete comprehension of this phenomenon.

To identify a wider collection of miRNAs overexpressed/downregulated following SCI, we performed sRNA library construction with a recently improved technique (Sorefan et al., 2012; Xu et al., 2015). This method employs HD adapters that contain degenerate nucleotides at their ligating ends, allowing for the formation of more stable secondary structures between miRNAs and adapters prior to sequencing. Using this approach, sequencing bias in biological samples can be reduced and the representation of low abundance miRNAs increases leading to the identification of previously unknown miRNAs. For all the groups tested, sequencing generated a list of miRNAs potentially dysregulated in SCI cortex compared to SHAM control groups. 

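At an adjusted p under 0.05 from edgeR's quasi-likelihood test, without a limit on the fold change, 1 miRNA changed in P15 12 h, none of 831 in P15 3 days, 3 in P90 12 h and 35 in P90 3 days (17 higher and 18 lower after SCI). At an unadjusted p under 0.05 the numbers were 46, 189, 58 and 143. Over all 24 libraries, with age and time point as a covariate, 20 of 728 miRNAs were DE, 7 of them higher and 13 lower after SCI. With the replicate number as a block, taken from the labels, this number was 11, while same-numbered libraries correlated at -0.247 to 0.081.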

Some miRNAs such as miR-7b-3p were reported more than once in the same group (Table 1). This repetition is due to the fact that slightly different sequences have been attributed to the same miRNA name. 

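Over the 24 libraries, 40 distinct sequences with 23865 reads were assigned to the 3' arm of the Mir7b hairpin. The most abundant, CAACAAGTCACAGCCAGCCTCA, had 13560 reads (56.8% of the arm) and is the sequence the paper prints for miR-7b-3p. The next, CAACAAGTCACAGCCAGCCTC, lacks the last nucleotide and had 5149 reads (21.6%), and CAACAAGTCACAGCCAGCCT had 2713 reads (11.4%). With the sum of all sequences in place of the most abundant one, the log2 fold change of miR-7b-3p was 1.82 in P15 12 h, 2.06 in P90 12 h and 2.68 in P90 3 days, against 1.54, 2.01 and 2.21. In P15 3 days it was 0.71 (adjusted p = 0.46 from edgeR), against 0.35.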

We chose the sequence with the most abundant number of reads as the most valid, such as in the case of miR-7b-3p.

MicroRNAs act in a network system in which different members can converge on the same transcripts (targets), on the same pathways or on the same functions (Barca-Mayo and De Pietri Tonelli, 2014; Ghibaudi et al., 2017). miRNet analysis did not reveal any significant interaction among the dysregulated miRNAs within each group or shared among the groups analysed (P-15 12 h and 3 days; P-90 12 h and 3 days). A list of seven miRNAs emerged as potentially related to axon growth, plasticity and regeneration pathways possibly reactivated after SCI. Consistent with this hypothesis, among the miRNAs predicted to be up/downregulated, only miR-7b-3p upregulation was confirmed by qPCR in three SCI groups (P-15 12 h and P-90 12 h, 3 days). miR-7b-3p belongs to the evolutionary conserved miR-7 family implicated in the normal function of different organs (pancreas, heart, and skin) with a particular enrichment profile in brain (Horsham et al., 2015). Indeed, specific RNA binding proteins and transcription factors (hnRNP and Yan) ensure miR-7 expression in neuronal cells and a refined control of cell differentiation through a negative feedback loop mechanism (Arora et al., 2013; Choudhury et al., 2013). Consistently with the functional analysis of the putative predicted targets of miR-7b-3p, we focused on three gene classes: axon cytoskeleton, neural development, and apoptosis.

The role of the miR-7 family in the CNS is heterogeneous ranging from neuroprotective effect to alleviation of the inflammatory reaction in Parkinson’s disease (PD) and stroke, respectively (McMillan et al., 2017; Zhang et al., 2018; Xu H. et al., 2019). In SCI miR-7 function is poorly understood. The literature often refers to other members of the miR-7 family that do not share the same seed region with the miR-7b-3p here analysed. We screened the validated targets involved in neuronal processes of miR-7a-2-3p that has the same seed region of miR-7b-3p. Only four genes were significantly modulated in SCI conditions. The first gene, *Wipf2*, is a gene required for neurite branching and outgrowth, lamellipodia formation and migration (Banzai et al., 2000; Suetsugu et al., 2001; Kitamura et al., 2003; Kakimoto et al., 2004; Takenawa, 2005; Xiao et al., 2008) whose level of expression decreased in the P-15 3 days upon miR-7b-3p upregulation after SCI. This result suggests *Wipf2* as a direct target of the miR-7b-3p, that unexpectedly seems to negatively influencing the axonal regrowth after SCI. This was further demonstrated by our *in vitro* experiments (Figure 10B). On the other hand, *Zdhhc9*, *Prkcb*, and *Pfn2* were found upregulated in P-15 3 days and P-90 3 days groups. Among their different functions, all these genes are required in the regulation of actin stability (Da Silva et al., 2003), axon branching (Han et al., 2015; Holland and Thomas, 2017) and neural maturation and differentiation (Guo et al., 2012; Kaur et al., 2014), but their role after injury has not been postulated. Consistently with their known functions and the increased level of expression we found after SCI, their reactivation can be interpreted as an indirect effect of miR-7b-3p overexpression. This could therefore indicate the presence of secondary elements controlled by miR-7b-3p that lead to the reactivation of specific neuronal pathways.

We extended the analysis to those genes predicted by miRWalk as direct targets of miR-7b-3p, finding that 16 genes were downregulated in the SCI cortex of P-15 3 days and P-90 12 h. Only 2 of these 16 genes were the genes shared between the young and adult group, *G6pc* and *Ntrk2*. While *G6pc* role still remain unclear in this specific context (Supplementary Table 2), *Ntrk2* is known to control neurogenesis and axonal sprouting. miR-7b-3p overexpression decreases the level of 14 other genes in the P-15 3 days group (Supplementary Table 2). These genes are all involved in developmental axon guidance, neurite outgrowth and neurogenesis processes at different extents. The fact that some of them, including *Arhgef12*, *Ephb1*, and *Pak6*, have been already described to be upregulated in SCI can be ascribed to the different injury models employed and to the tissue in which the analysis has been conducted. Most of the SCI experiments are focused on the spinal injured tissue, while we shifted the observation at the cortical level so introducing a different perspective and revealing new potential targets.

Since it is known that the injured adult CNS re-expresses genes and activates pathways that are observed during neuronal development (Emery et al., 2003), we explored the function of this miRNA while this process is occurring. The expression of miR-7b-3p was constant during the *in vitro* neuronal developmental steps (Figure 5), as well as its overexpression in primary cortical neurons did not affect neither axon length nor the number of neurites nor the growth cone area or the percentage of different type of growth cones (Figures 6, 7). Conversely, the analysis of the neuronal stages showed that miR-7b-3p mimic increased the percentage of cells at stage II, a ramified middle stage (Figure 8), representing an intermediate phase of neuronal development where the cell must still determine which neurite will become the axon. This result suggests that, eventually also in case of SCI, increased level of miR-7b-3p could make the damaged neurons more plastic, in an attempt of the cell in refining the growth of neurites. This mechanism is part of the sprouting process required for a proper regeneration after a lesion and known to partially involve the reactivation of specific developmental pathways (Hilton and Bradke, 2017).

Altogether, these results can be actually explained by a complex and subtle role of miR-7b-3p. Indeed, the regrowth of a severed axon is a spatially and temporally controlled mechanism that needs to be timely regulated in order to find the most appropriate environmental conditions (Fawcett, 2020). In this context, it is possible that miR-7b-3p downregulates genes promoting axon regeneration, maintaining the neurons in a more plastic phase (resembling the *in vitro* stage II) redefining the neurite will be the axon.

The conservation of genes involved in the regeneration/plasticity process could also be the key to explain the absence of differences we observed between the young and the adult SCI groups. Although at P-90 the nervous system is considered completely mature and less plastic compared to P-15 (when neuronal networks are still defining), the molecular pathways promoting the functional recovery after SCI involve neuronal development pathways (such as *Wnt* pathway) that are highly evolutionary conserved (Herman et al., 2018; Squair et al., 2018).

Moreover, interestingly, our data suggest another role of miR-7b-3p, linked to neuroprotection. It has been demonstrated that miR-7 silences pro-apoptotic genes (Pollock et al., 2014), a functional class that we also observed to be enriched in miR-7b-3p functional analysis (Figure 5C), and protects motor neuron *in vitro* (Chakrabarti et al., 2014). It has been recently shown that miR-7 (member of the same family) exerts a neuroprotective effect in PD directly acting on α-synuclein and reducing the apoptotic mechanism (Je and Kim, 2017; Tarale et al., 2018; Salama et al., 2020). These data are in line with our results showing that miR-7b-3p overexpression reduces the percentage of apoptotic nuclei and the expression level of cleaved caspase 3 (Figure 9).

Overall, we can hypothesize an intriguing dual role of miR-7b-3p in: (i) the induction of a more plastic neuronal condition/phase, possibly at the expense of the axon regeneration (as also demonstrated by our *in vitro* experiments), (ii) the neuroprotective role exerted through the inhibition of the apoptotic cascade. Overall, our findings suggest that increasing the miR-7b-3p levels in case of SCI could reactivate in adult neurons silenced developmental programmes, supporting at the same time the survival of the axotomised neurons.

Lastly, a final consideration on our results is needed to explain the few differences we observed in *our* experiments: (i) the miRNA sequencing profile we analysed derived from a mixed cell population also containing astrocytes, microglia and interneurons whose contribution cannot be totally excluded; (ii) the primary cortical neuron model we employed does not fully recapitulate the pathophysiological phases occurring after SCI, thus probably underestimating some possible additional effects.

## Conclusion

MicroRNAs emerged as new alternative targets in SCI as they are a potent inner regulatory system of gene expression that can be manipulated. We laid the groundwork for the future investigation of the potential roles of miR-7b-3p, whose action can represent an intriguing therapeutic target. Although these experiments need further confirmation, miR-7b-3p could be linked to the modulation of plasticity-related genes and to a neuroprotective function, both part of the same mechanism to support the survival and regeneration after SCI. Manipulation of one single miRNA cannot be considered the most effective therapeutic strategy, but our results allowed to better understand miRNA mechanisms of action and add new elements to the miRNA complex network in SCI. A more complete list of long non-coding RNA involved in the regrowth programme will help to design integrative approaches with a stable and successful therapeutic value.

## Data Availability Statement

All data supporting the findings of this study are available within the article and Supplementary Material or from the corresponding author on request. Raw sequencing files are available at Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under the accession GSE89517.

## Ethics Statement

The animal study was reviewed and approved by the European Activities Communities Council Directive of 86/609/EEC 1986 and University of Turin institutional guidelines on animal welfare.

## Author Contributions

MG and AV: study and experiment design. MG, MB, DG, ES, GB, and SP: experiments. AS: bioinformatics. MG, DG, AS, TD, and AV: data analysis. MG, MB, and AV: manuscript draft. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: miR-7b-3p Exerts a Dual Role After Spinal Cord Injury, by Supporting Plasticity and Neuroprotection at Cortical Level
**Source:** Front Mol Biosci. 2021 Mar 31;8:618869. doi: 10.3389/fmolb.2021.618869
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIAL

Figure S1. Inflammatory process occurring at the sensory motor cortex level: (A-B) the P-15 SCI group present an increased macrophage activation both at 12h (16.82%) and 3d (19.16%) after the lesion, compared to the sham group (6.69% at 12h and 6.79% at 3d). Moreover, at both time points, the morphology of macrophages appear different in comparison to controls: P-15 SCI mice are predominantly characterized by both ramified and amoeboid cells (A-a'', B-b'' insets). (C-D) The same pattern of macrophage activation is also present in both adult groups (C-c'', D-d''), although the density of IBA-1-immunopositive profiles is unchanged compared to the sham animals. Data are shown as percentage of positive area of IBA-1  $\pm$  SEM. \*\*\*\*  $p = 0.0001$ . Scale bars: A,B,C,D 50  $\mu$ , a'', b'', c'', d'' insets 10 $\mu$ m.

A

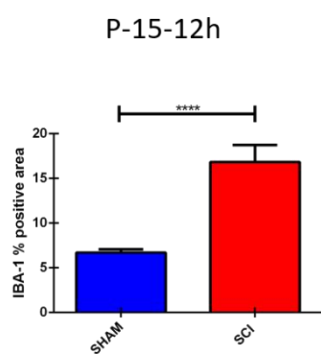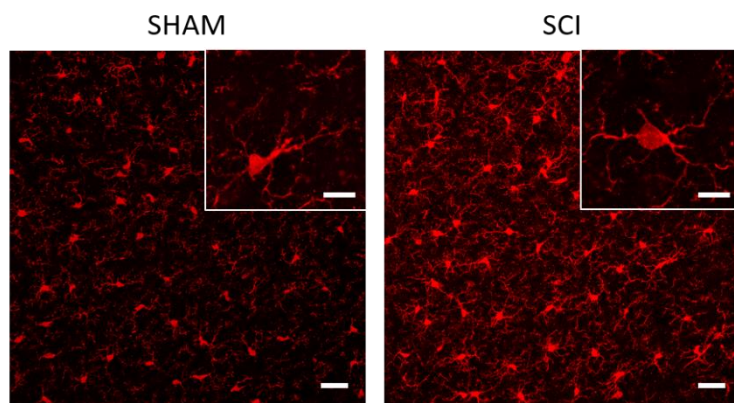

B

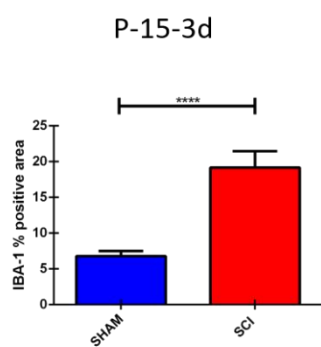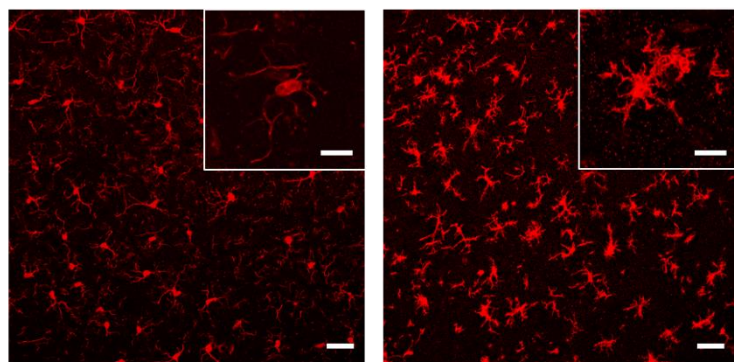

C

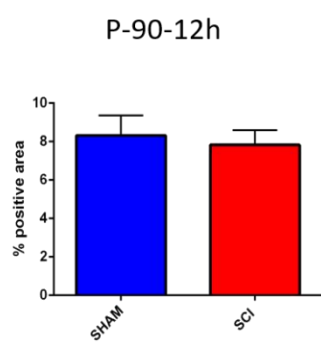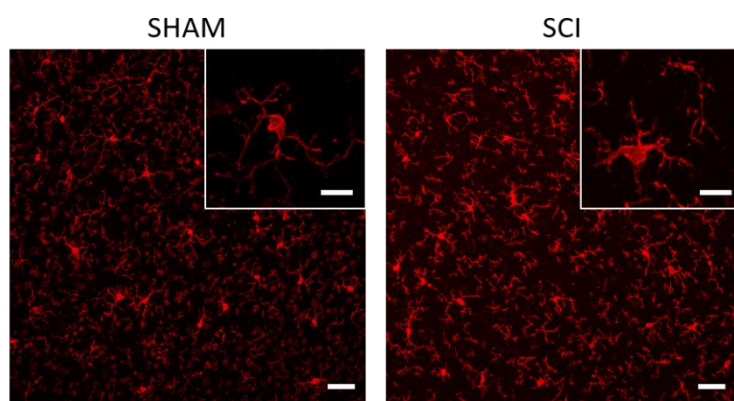

D

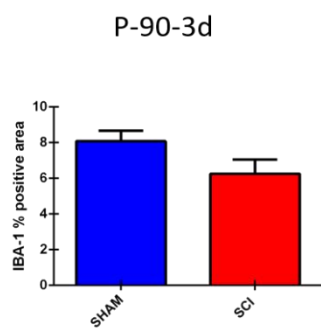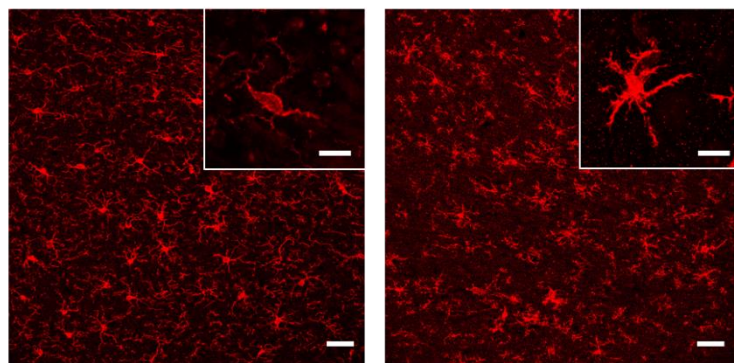

Figure S2. FJC staining in motor cortex (MC) and spinal cord (SC) of SHAM and SCI mice. Both P-15 (A) and P-90 (B) SCI groups do not present any degenerating cells into the motor cortex, whereas they are visible in the spinal cord of SCI mice at the lesion site (green labelling in SC-SCI). As expected, no signs of cell degeneration. Scale bar: 10  $\mu$ m.

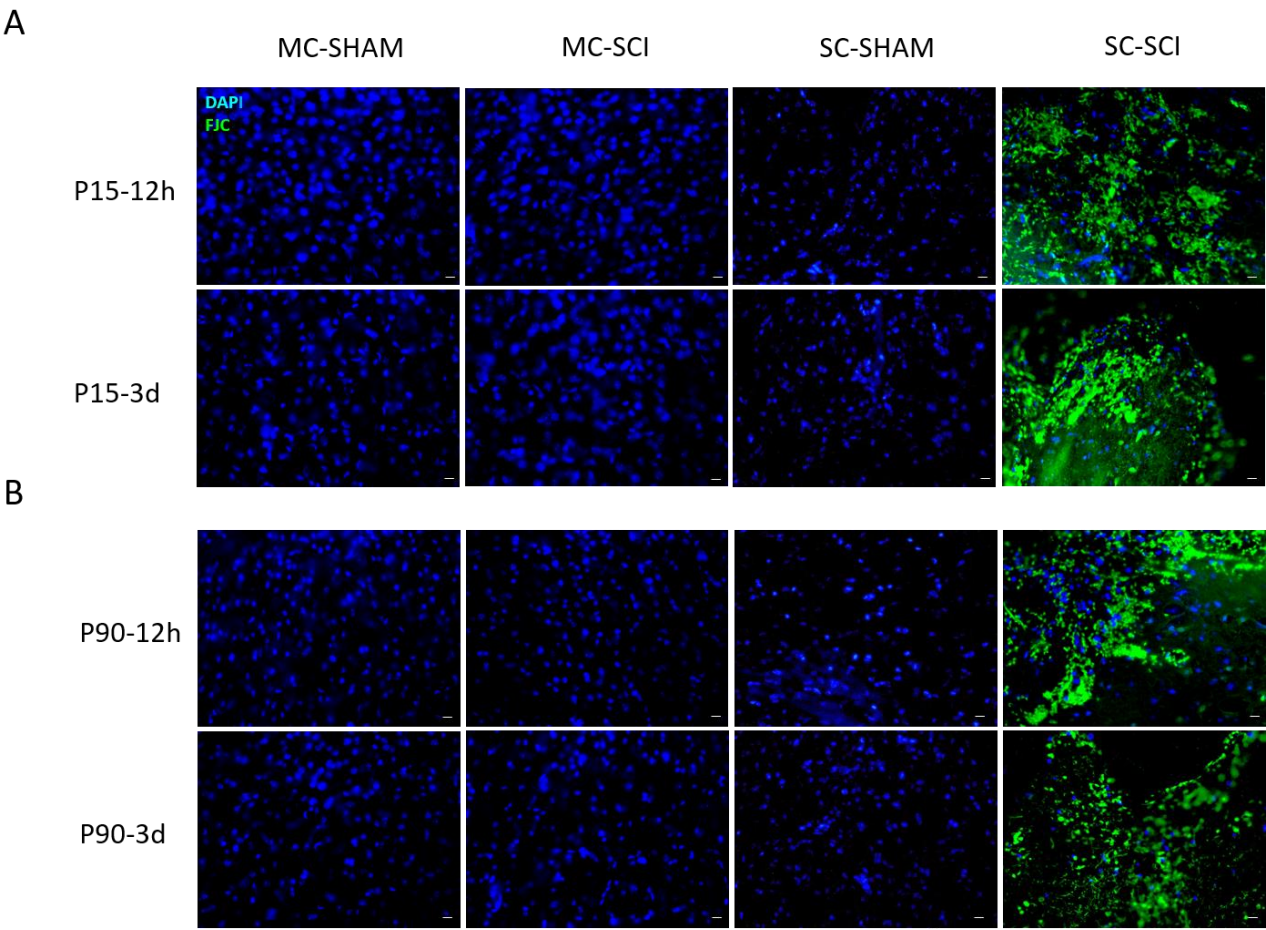

Figure S3. Relative expression of miR-7b-3p transcript level upon mimic overexpression in N2a cells.

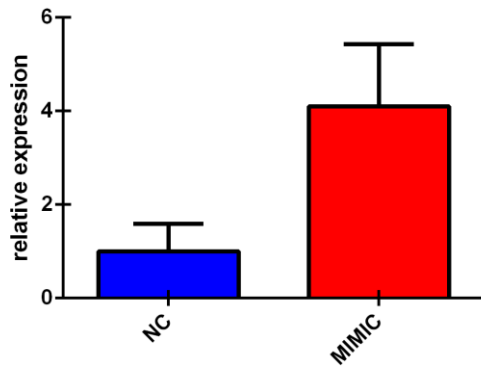

Table S1: the main functions of the seven validated target genes of miR-7a-2-3p and possible targets of miR-7b-3p

|               | Experimental group(s) | Functions                                                                                                                                                                                                                                                                                                                                                   | References                                                                                                                                                                                                                                                                                                                                                                         |
|---------------|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Zdhhc9</b> | P15-3d                | <ul style="list-style-type: none"> <li>Mutations associated with epilepsy, intellectual disability, SMA and ALS</li> <li>It regulates localization of axon survival factors ;required for axon growth and maintenance after injury</li> <li>Control of synaptic function assembly and neurotransmitter receptors</li> </ul>                                 | <ul style="list-style-type: none"> <li>Bathelt J. Et al., 2016; Zhang Z. et al., 2008; Pol Andres-Benito et al., 2017</li> <li>Milde S and Coleman MP, 2014; Gilley J and Coleman MP 2010; Xia T. et al., 2014; Holland SM and Thomas GM, 2017; Pinner AL. et al., 2016</li> <li>Han J. Et al., 2015; Dalva MB 2009; Naumenko VS and Ponimaskin E 2018; Thomas GM, 2012</li> </ul> |
| <b>Wipf2</b>  | P15-3d<br>P90-3d      | <ul style="list-style-type: none"> <li>Essential for neurite outgrowth/extension, branching, differentiation and cytoskeletal rearrangement</li> <li>Increased in epilepsy and Alzheimer's disease</li> </ul>                                                                                                                                               | <ul style="list-style-type: none"> <li>Kakimoto T. et al., 2004, Miki H. et al., 1996, Takenawa T. et al., 2005, Banzai Y. Et al., 2000, Kitamura Y. Et al., 2003</li> <li>Xiao F. et al., 2008, Kitamura Y. Et al., 2003</li> </ul>                                                                                                                                               |
| <b>Prkcb</b>  | P90-3d                | <ul style="list-style-type: none"> <li>Still not clear the implicatation in neuronal maturation, proliferation and differentiation; downregulated in ischemia</li> <li>Involved in apoptosis and cell death</li> </ul>                                                                                                                                      | <ul style="list-style-type: none"> <li>Kaur P et al., 2014; Guo S. et al., 2012</li> <li>Genini S et al., 2010</li> </ul>                                                                                                                                                                                                                                                          |
| <b>Pfn2</b>   | P90-3d                | <ul style="list-style-type: none"> <li>Preferentially distributed to shaft of growing axons; regulation of actin stability during neuritogenesis</li> <li>Its lack reduces dendritic complexity, spine numbers and block of synaptic actin depolymerization</li> <li>Decreased levels in CMT2 (Charcot-Marie-Tooth disease) and increased in SMA</li> </ul> | <ul style="list-style-type: none"> <li>Wang YY. Et al., 2014, Da Silva JS et al., 2003</li> <li>Michaelsen K et al., 2010, Pilo Boyl P. et al., 2007</li> <li>Juneja M et al., 2018, Bowerman M. et al., 2009</li> </ul>                                                                                                                                                           |

Table S2: the main functions of the predicted target genes of miR-7b-3p that were confirmed to be downregulated at the cortical level of SCI mice by RT-PCR

|              | Experimental group(s) | Functions                                                                                                                                                                                                                                                                                                                                                                                    | References                                                                                                                                                                                                                               |
|--------------|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>APC</b>   | P90-12h               | <ul style="list-style-type: none"> <li>• Induction of neurite extension and lamellipodia formation</li> <li>• Promotion of neurite and axon outgrowth of hippocampal neurons</li> <li>• Regulation of microtubule organization at the basal cortex</li> <li>• Its lack causes cerebral cortex disorganization, cerebellum deficit, impaired neurogenesis and locomotor impairment</li> </ul> | <ul style="list-style-type: none"> <li>• Elbaz B et al., 2016</li> <li>• Votin V et al., 2005</li> <li>• Reilein A. et al., 2005</li> <li>• Shintani T. et al., 2012, Koshimizu H. et al., 2011, Imura T. et al. 2010</li> </ul>         |
| <b>Unc5c</b> | P90-12h               | <ul style="list-style-type: none"> <li>• Control of axon trajectories</li> <li>• Its mutations cause abnormal axon invasion in spinal cord, hindbrain and DRG</li> </ul>                                                                                                                                                                                                                     | <ul style="list-style-type: none"> <li>• Masuda T. et al., 2008, Furne C. et al., 2008</li> <li>• Dillon AK. Et al., 2007, Watanabe K. Et al., 2006, Laumonnerie C. et al., 2014, Kim D. and Ackerman SL., 2011</li> </ul>               |
| <b>G6PC</b>  | P90-12h<br>P15-3d     | <ul style="list-style-type: none"> <li>• Expressed in murine cortex and hipotalamus</li> </ul>                                                                                                                                                                                                                                                                                               | <ul style="list-style-type: none"> <li>• Goh BH. Et al., 2006</li> </ul>                                                                                                                                                                 |
| <b>Ntrk2</b> | P90-12h<br>P15-3d     | <ul style="list-style-type: none"> <li>• Development and maturation of CNS and manteinance of aminergic neuronal population</li> <li>• It increases the gain rates of spines and synaptic boutons</li> <li>• Promotion of neurogenesis</li> <li>• Promotion of reactive axonal sprouting</li> </ul>                                                                                          | <ul style="list-style-type: none"> <li>• Almoguera B. et al., 2019, Prabhakaran N. et al., 2018, Sahu MP. Et al., 2019</li> <li>• Perz-Rando M. et al., 2018</li> <li>• Wei Z. et al., 2015</li> <li>• Aungst S. et al., 2013</li> </ul> |
| <b>Pthr2</b> | P90-12h               | <ul style="list-style-type: none"> <li>• Manteinance of cell survival in developing brain</li> </ul>                                                                                                                                                                                                                                                                                         | <ul style="list-style-type: none"> <li>• Hu H. et al., 2014</li> </ul>                                                                                                                                                                   |
| <b>Tle</b>   | P90-12h               | <ul style="list-style-type: none"> <li>• Negative regulator of postmitotic neuronal differentiation</li> <li>• Promotion of interneuron generation in spinal cord</li> </ul>                                                                                                                                                                                                                 | <ul style="list-style-type: none"> <li>• Yao J. Et al., 2000, Buscarlet M et al., 2009 and 2008, Nuthall HN. Et al., 2004</li> <li>• Todd KJ et al., 2012</li> </ul>                                                                     |

|                     | Experimental group(s) | Functions                                                                                                                                                                                                                                                                        | References                                                                                                                                                                                                                                                                                              |
|---------------------|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Ablim1</b>       | P15-3d                | <ul style="list-style-type: none"> <li>Actin binding domain that acts on axon guidance and remodelling</li> <li>Intracellular guidance cue</li> <li>Mutations of its homologue (unc-115) causes defects in axon guidance</li> </ul>                                              | <ul style="list-style-type: none"> <li>Erkman L et al., 2000; Lu C. et al., 2003</li> <li>McIntyre JC. Et al., 2010</li> <li>Lundquist EA. et al., 1998</li> </ul>                                                                                                                                      |
| <b>Arhgef12</b>     | P15-3d                | <ul style="list-style-type: none"> <li>It is part of a regulatory network involved in axon regeneration</li> <li>Upregulated after SCI, associated with tissue protection and neural development</li> </ul>                                                                      | <ul style="list-style-type: none"> <li>Su LN. Et al., 2018</li> <li>Chang YW. Et al., 2009</li> </ul>                                                                                                                                                                                                   |
| <b>Dpysl5/CRMP5</b> | P15-3d                | <ul style="list-style-type: none"> <li>It regulates dendritic development and differentiation</li> <li>Activated by Sox5 (a modulator of neurite outgrowth)</li> <li>It regulates axon-Schwann cell cooperation</li> <li>Inhibition of dendrite and neurite outgrowth</li> </ul> | <ul style="list-style-type: none"> <li>Bretin S. et al., 2005; Qin L. et al., 2017; Naudet N. et al., 2018; Yamashita N. et al., 2011</li> <li>Naudet N. et al., 2018; McLaughlin D. et al., 2008</li> <li>Camdessanché JP. Et al., 2012</li> <li>Brot S. et al., 2014; Brot S. et al., 2010</li> </ul> |
| <b>PAK7</b>         | P15-3d                | <ul style="list-style-type: none"> <li>Required for growth cone steering, neurogenesis and dorsal closure (in Drosophila)</li> <li>Induction of neurite outgrowth, filopodia formation and synaptic vesicle trafficking</li> </ul>                                               | <ul style="list-style-type: none"> <li>Harden N. et al., 1996; Hing H. et al., 1999; Melzig J. Et al., 1998</li> <li>Strochlic TI. Et al., 2012; Derek WM. Et al., 2014; Dan C. et al., 2002; Matenia D. et al., 2005; Timm T. et al., 2006</li> </ul>                                                  |
| <b>PAK6</b>         | P15-3d                | <ul style="list-style-type: none"> <li>Promotion of neurite outgrowth</li> <li>It increases after traumatic brain injury</li> </ul>                                                                                                                                              | <ul style="list-style-type: none"> <li>Civiero L. et al., 2015 and 2017</li> <li>Chen XD. Et al., 2011</li> </ul>                                                                                                                                                                                       |
| <b>Arpc2</b>        | P15-3d                | <ul style="list-style-type: none"> <li>Promotion of cell migration and motility of OPCs (oligodendrocyte precursors)</li> </ul>                                                                                                                                                  | <ul style="list-style-type: none"> <li>Li Y. Et al., 2015</li> </ul>                                                                                                                                                                                                                                    |

|              | Experimental group(s) | Functions                                                                                                                                                                                                                                                                                                                                                             | References                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Unc5d</b> | P15-3d                | <ul style="list-style-type: none"> <li>Control of radial migration of pyramidal and cerebellar neurons</li> <li>Promotion of axon outgrowth in C. Elegans spinal cord</li> <li>Induction of neurite outgrowth, axon branching and extension</li> </ul>                                                                                                                | <ul style="list-style-type: none"> <li>Seiradake E. et al., 2014; Yamagishi S. et al., 2011; Miyoshi G. and Fishell G., 2012; Alcantara S. et al., 2000</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| <b>Ephb1</b> | P15-3d                | <ul style="list-style-type: none"> <li>Inhibition of allodynia and hyperalgesia after nerve injury</li> <li>Promotion of synaptic plasticity in spinal cord and brain</li> <li>Its repulsive action controls axon trajectory in retina, spinal cord and brain</li> <li>Its lack causes impairments in neurogenesis</li> <li>Upregulated after brain injury</li> </ul> | <ul style="list-style-type: none"> <li>Mey Yang et al., 2018; Xia WS. Et al., 2014; Song XY. Et al., 2008</li> <li>Liu S. et al., 2015; Liu WT. Et al., 2009; Slack S. et al., 2008; Nolt MJ. Et al., 2011; Kayser MS. et al., 2006</li> <li>Luria V. et al., 2008; Lee R. et al., 2008; Carmichael ST. et al., 2005; Imondi R. et al., 2000; Robichaux MA. Et al., 2016 and 2014; Bouché E. et al., 2013; Williams SE. Et al., 2006; Lambot MA. Et al., 2005; Pak W. Et al., 2004; Conover JC. Et al., 2000</li> <li>Bestman JE. Et al., 2015; Chumley MJ. Et al., 2007</li> <li>Biervert C. et al., 2001</li> </ul> |
| <b>Itgb3</b> | P15-3d                | <ul style="list-style-type: none"> <li>It is a cofactor of SERT (serotonin transporter) whose level decreases after SCI</li> <li>Decreased in depression disorders</li> </ul>                                                                                                                                                                                         | <ul style="list-style-type: none"> <li>Husch A. et al., 2012</li> <li>Rzeczniczek S. et al., 2016; Fabbri C. et al., 2015; Probst-Schendzielorz K. Et al., 2015</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| <b>Nos3</b>  | P15-3d                | <ul style="list-style-type: none"> <li>Protective effect after stroke</li> <li>Its inhibition confers post-ischemic protection and coincides with active neurogenesis</li> <li>Induction of neuronal death and it is required to inhibit neural cell proliferation</li> <li>It is increased in SCI, enhancing astrocytes and microglia viability</li> </ul>           | <ul style="list-style-type: none"> <li>Mallei A. et al., 2018</li> <li>Bastian C. et al., 2018; Chavez GG. Et al., 2017</li> <li>De la Monte SM. Et al., 2003 and Jezierski A. et al., 2012</li> <li>Jiang ZS. Et al., 2018; Ma S. et al., 2017; Su YF. Et al., 2015 and Liu C. et al., 2002</li> </ul>                                                                                                                                                                                                                                                                                                               |

How the deposited data were processed for this re-analysis (not part of the article)

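Small RNA of the mouse sensorimotor cortex was sequenced in 24 libraries, 3 SHAM and 3 SCI in each of 4 comparisons (P15 12 h, P15 3 days, P90 12 h and P90 3 days). Samples were assigned to conditions from the sample labels and the paper. The controls, which the labels call wild type or control, were taken as the SHAM controls of the paper.
The authors converted the reads to FASTA format, removed reads with unassigned nucleotides, trimmed the 3' adapter and the degenerate HD nucleotides, and deposited the count of each distinct read of 17 to 34 nt in each library, without normalization. The deposited sequences were not limited to exact matches to the genome. The mapping to the genome and to miRBase, and the DESeq2 test, were later steps of the paper and are not part of the deposited counts.
The named miRNA hairpins of the GENCODE M21 annotation of GRCm38 (1174 hairpins) were used to assign reads. The design fixed beforehand assumed an annotation of mature miRNAs. The annotation used here names hairpins only, so each hairpin was folded with RNAfold 2.7.2 and divided into a 5' and a 3' arm at the centre of its apical loop. A division at the midpoint of the hairpin gave the same arms for 1170 of the 1174. A read of at least 18 nt was assigned to an arm when the whole read matched it on the sense strand without mismatch. Each miRNA was represented by its most abundant sequence over the 24 libraries, as the paper describes, which left 1712 miRNAs after arms with the same sequence were merged. miRNAs whose sequence lies in more than 1 hairpin, such as miR-7a-5p, cannot be separated by hairpin. The same design named every distinct sequence as its own feature where mature miRNAs are not annotated. That setting was run as an alternative and was chosen as such after the data were seen; its numbers are of sequences, not miRNAs.
SCI and SHAM libraries of each comparison were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on TMM-normalized counts, over miRNAs with a mean normalized count of at least 5 in the 6 libraries. A miRNA was called DE with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change past 1 in size. Standard errors are the log2 fold change divided by the square root of the F statistic. Normalized counts were computed within each comparison, so they cannot be compared between comparisons. Counts of a miRNA were compared with a two-sided exact permutation test, for which 3 libraries against 3 cannot go below p = 0.10. The effect of injury over all 24 libraries was fitted with age and time point as a covariate, and the interactions with age and with time as contrasts of the 8 groups. The SCI and SHAM counts of all pairs of replicates differed by more than the sampling noise, so no library was counted as a copy of another.
The test was run on simulated counts with 200 miRNAs drawn for a known change. Of those that passed the filter, it recovered 96.3% in P15 12 h, 56.2% in P15 3 days, 94.9% in P90 12 h and 91.7% in P90 3 days. The 200 were drawn from the 661 to 831 miRNAs tested, and each simulated change was larger than the log2 limit of 1. In the data 1, 0, 3 and 20 were called, and frequent changes make the adjusted p easier to pass. These percentages therefore do not give the share of real changes that was found.
The alternatives were DESeq2 1.42.0, DESeq2's size factors or the total reads of the library in place of TMM, no filter on low counts or edgeR's own filter, the sum of all sequences of a miRNA, reads extending up to 3 nt past the most abundant sequence of the miRNA, a GC correction (loess span 0.75), the replicate number as a block with and without the GC correction, all 24 libraries in one fit, counts downsampled to the smallest library, a log2 fold change of 0.5 or an unadjusted p as threshold, each miRNA sequence as its own feature, and each library left out in turn. These were set before the data were examined.
The rule for the miRNAs named in the text was fixed beforehand: those the paper names from its sequencing, members of the miR-7 family, the 3 with the largest change among the DE miRNAs of each comparison whose SCI and SHAM values do not overlap, and lists of marker miRNAs of cell types and tissues for the closing section. The exception is miR-667-5p, which the rule does not cover and which was named in the closing section after the data were seen, because its effect differed between time points.
Libraries held 8369595 to 44026755 reads, so that 3 reads correspond to 0.0681 to 0.358 RPM. miRNAs near this depth, such as miR-709-3p with 22 reads, have no precise fold change. The qPCR, cell culture and protein experiments of the paper were not analysed here.
Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the assignment, the permutation tests and the plots.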

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

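The tests of the interactions and of the fragment lengths in this part were chosen after the results were seen, and only the comparisons with other splits of the libraries were set beforehand.
The effect of SCI on miR-5126-3p differed between ages. The log2 difference between the effect at P90 and that at P15 was 4.59 (standard error 0.79, adjusted p = 0.00579 from edgeR). The miRNA rose in P90 12 h and P90 3 days, did not change in P15 12 h (0.10), and in P15 3 days had counts of 1017, 4324 and 80.7 in the SHAM libraries against 213 to 277 in the SCI libraries. With the libraries of 12 h alone, which leave out the SHAM libraries 1 and 2 of P15 3 days, the difference was 2.71 in the same direction and its adjusted p was 0.0961, so it was no longer past the threshold. With the GC correction it was 2.52 (adjusted p = 6.8e-04). GC content therefore does not account for the whole difference, which was smaller and short of the threshold without the libraries of 3 days. The number of miRNAs with an interaction with age, 1, was reached in 9 of 100 relabellings of injury within same-numbered pairs, the real one included, with up to 58 miRNAs in another. This tests the number of miRNAs, not the difference of miR-5126-3p itself, whose unadjusted p with the libraries of 12 h alone was 1.4e-04 from edgeR (standard error 0.52). With the replicate block 0 miRNAs had an interaction with age (101 at an unadjusted p under 0.05 without the block). The fit of 12 h also leaves out the SCI libraries and the P90 libraries of 3 days, so an influence of the SHAM libraries of P15 3 days cannot be told apart from one of the time point. The sequence of miR-5126-3p is 18 nt long and made only of G and C, and its rise lies within that of other sequences of its length at the 88.2 percentile in P90 12 h and the 95.5 percentile in P90 3 days. On the same measure miR-7b-3p lies at the 96.7, 93.7 and 97.6 percentiles in P15 12 h, P90 12 h and P90 3 days, so this measure separates changes poorly.
The effect of SCI on miR-671-5p differed between time points, with -2.31 on the log2 scale for 3 days minus 12 h (standard error 0.31, adjusted p = 1.3e-04 from edgeR). With the P90 libraries alone the difference was -1.87 (adjusted p = 8.1e-04), and with the GC correction -1.61 (adjusted p = 0.0121). The GC correction made the difference smaller, and also brought the log2 fold change in P15 3 days from -3.22 to -1.78. Neither GC content nor the SHAM libraries of P15 3 days accounted for the whole of it. All 3 SCI libraries were below all 3 SHAM libraries in each of the 4 comparisons, with log2 fold changes of -0.43 in P15 12 h, -0.36 in P90 12 h, -3.22 in P15 3 days and -2.19 in P90 3 days. As a hypothesis, the most abundant sequence of miR-671-5p may fall further by 3 days after SCI than by 12 h. This sequence held 42.7% of the reads of its arm. With the sum of all sequences the log2 fold change was -2.08 in P15 3 days and -1.29 in P90 3 days. A shift between sequences of the arm may therefore be a part of the difference. However, 7 of 100 relabellings of injury within pairs gave as many miRNAs with an interaction with time as the real one, which was 2, so that number cannot be told apart from the grouping of the libraries. This does not test miR-671-5p itself.
The effect of SCI on miR-667-5p also differed between time points, with -1.15 (standard error 0.23, adjusted p = 0.0185 from edgeR). With the P90 libraries alone it was -1.47 (adjusted p = 0.133) and with the GC correction -0.70 (adjusted p = 0.357). It was not past the threshold in either. In P15 3 days the counts of SHAM 1 and 2 were 142 and 131, not above the 161 of SHAM 3, and without the P15 libraries the difference was larger in size, so a higher level in SHAM 1 and 2 did not account for it. By the correction, with -0.70, GC content is a candidate explanation, although miR-667-5p was not higher in SHAM 1 and 2 as GC-rich miRNAs were (Spearman correlation across miRNAs of -0.460 between GC content and the log2 difference of SHAM 3 from SHAM 1 and 2).
Data the paper did not discuss, the distinct sequences in place of miRNAs, changed in both P90 comparisons. In P90 12 h 3068 sequences of 47057 were past the threshold (2510 higher and 558 lower after SCI), of which 35 matched an annotated hairpin. In P90 3 days 5422 of 44236 were (3038 higher and 2384 lower), of which 161 matched one. No sequence (0 in P15 12 h and 0 in P15 3 days) was past the threshold. By the same threshold 1 and 0 miRNAs were DE there. At an unadjusted p under 0.05, without a limit on the fold change, the numbers of miRNAs were 46 and 189. Each of these P90 numbers was reached by 1 of the 4 splits of the 6 libraries that part all same-numbered pairs, the real one, and the largest number in another split was 0; 4 splits cannot show more than that. In both P15 comparisons all 4 of the 4 splits gave 0. The median change followed fragment length. Over the 18 lengths from 17 to 34 nt, the Spearman correlation of length with the median log2 fold change of sequences outside hairpins was 0.969 in P90 12 h and -0.998 in P90 3 days. It was -0.798 in P15 12 h and 0.897 in P15 3 days, where no sequence (0 in each) was past the threshold, so the trend with length is not specific to the P90 comparisons. Lengths are not independent replicates. Reads of 27 to 34 nt made up 10.0% ± 2.80 (SD, n = 3) of the reads outside hairpins in SHAM and 27.1% ± 4.43 (SD, n = 3) in SCI libraries of P90 12 h (two-sided exact permutation test, p = 0.10), and 23.8% ± 7.33 and 17.8% ± 3.95 in P90 3 days (exact permutation test, p = 0.20). In P15 12 h the share was 11.5% ± 2.56 in SHAM and 6.85% ± 1.62 in SCI libraries, and in P15 3 days 16.2% ± 5.84 and 24.4% ± 1.40 (exact permutation test, p = 0.10 each). The opposite directions at 12 h and 3 days in P90, and the opposite directions in P15, are consistent with a difference in the range of fragment lengths kept in the libraries as a part of the median change, with correlations of 0.969 and -0.998. Such a difference does not account for all sequences past the threshold in P90 3 days. There, at 22 nt the median log2 fold change was 0.05, with 202 sequences higher and 131 lower, and at 32 nt it was -1.02, with 14 higher and 134 lower. No biological explanation was tested.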

How the results depend on the processing

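Every distinct sequence as its own feature was the only setting chosen after seeing the data. It gave 0 sequences past the threshold in P15 12 h and P15 3 days, 3068 in P90 12 h and 5422 in P90 3 days (sequences, not miRNAs), and a log2 fold change of 1.64 for miR-7b-3p in P15 12 h (adjusted p = 0.295).
The main numbers of DE miRNAs were 1 in P15 12 h, 0 in P15 3 days (189 at an unadjusted p under 0.05), 3 in P90 12 h, 20 in P90 3 days, 21 in at least one comparison, 2 shared in the same direction, and over all 24 libraries 20 for injury, 1 for the interaction with age and 2 for the interaction with time. With DESeq2 they were 5 in P15 12 h, 102 in P15 3 days, 6 in P90 12 h, 120 in at least one, 10 shared, 13 for age and 8 for time. With no filter on low counts they were 5, 93, 18 and 44 in the 4 comparisons, 133 in at least one, 16 shared, 38 for injury, 31 for age and 42 for time. With all 24 libraries in one fit they were 0, 132, 1 and 4, with 133 in at least one and 4 shared. At an unadjusted p under 0.05 they were 15, 155, 19 and 46, with 194 in at least one, 25 shared, 39 for injury, 49 for age and 56 for time. With a log2 fold change limit of 0.5 they were 31 in P90 3 days, 32 in at least one and 37 for injury. With the sum of all sequences they were 10 in P90 3 days, 10 in at least one, 8 for injury, 2 for age and 1 for time. With the GC offset they were 1 in P90 12 h, 1 shared and 1 for time. With templated extension there were 2 for age. With each miRNA sequence as its own feature 85 miRNAs were called in P90 3 days. The cause of these changes was not tested. With no filter, adjusted p from edgeR was far smaller at nearly the same fold change. For miR-7b-3p in P90 3 days it was 8.7e-24 (2.18), against 6.3e-04 (2.21) with the filter, so the numbers without it are weak evidence.
With the replicate block there were 3 DE miRNAs in P15 12 h, 1 in P90 12 h, 11 for injury, 0 for age (101 at an unadjusted p under 0.05 without the block) and 1 for time. With the replicate block and the GC offset there were 5 in P15 12 h, 0 in P90 12 h (58 at an unadjusted p under 0.05 without them), 10 in P90 3 days and 13 in at least one. Same-numbered libraries correlated at 0.027, 0.081, -0.247 and -0.045 in P15 12 h, P15 3 days, P90 12 h and P90 3 days. The 2 shared miRNAs were miR-7b-3p and miR-5126-3p without the block. With it miR-5126-3p was no longer DE in P90 12 h (2.83, adjusted p = 0.0836), and miR-1298-5p was DE in P15 12 h (-1.37) and P90 3 days (-2.88).
miR-7b-3p stayed positive in all 4 comparisons under every alternative computed for it. Each miRNA sequence as its own feature was run for the numbers of DE miRNAs and not for miR-7b-3p. It was no longer past the threshold in P15 12 h with all 24 libraries in one fit (1.52, adjusted p = 0.264) and in P90 12 h with the replicate block and the GC offset (2.01, adjusted p = 0.0678). In P90 3 days it stayed past the threshold under all of the alternatives computed for it, from 2.09 to 2.68 with all 6 libraries. miR-26a-1-3p went past the threshold with DESeq2 (1.25 in P15 12 h, 1.95 in P15 3 days, 1.20 in P90 12 h), with no filter (1.25, 2.05 and 1.15), with all 24 libraries in one fit in P15 3 days (1.94), and in P15 12 h with the replicate block (1.19) and with the block and the GC offset (1.19). The cause was not tested.
With each library left out in turn, the DE miRNAs went from 0 to 4 in P15 12 h, 0 to 257 in P15 3 days, 0 to 2 in P90 12 h and 6 to 35 in P90 3 days. The 257 came without SHAM 3 of P15 3 days; the other 5 fits of that comparison gave 0 (189 at an unadjusted p under 0.05 with all libraries). Over the 24 fits that each left out one library, the number went from 9 to 32 for injury, 1 to 73 for age and 1 to 83 for time. The log2 fold change of miR-7b-3p went from 1.37 to 1.79 in P15 12 h, 0.00 to 1.34 in P15 3 days, 1.87 to 2.14 in P90 12 h, 2.01 to 2.44 in P90 3 days and 1.42 to 1.77 over all libraries, its difference between ages from 0.70 to 1.33 and between time points from -0.64 to -0.02. The difference between ages was past the threshold in 1 of these fits, without SHAM replicate 3 of P15 3 days (1.33, adjusted p = 0.0068). miR-7b-3p was not past the threshold in 3 of 6 fits in P15 12 h and 2 of 6 in P90 12 h. miR-26a-1-3p went from 0.89 to 1.48 in P15 12 h, 1.52 to 2.60 in P15 3 days, 1.01 to 1.31 in P90 12 h and 0.63 to 1.19 in P90 3 days. It went past the threshold in 1 of 6 fits in P15 12 h, without SCI 1 (1.48, adjusted p = 0.0450 from edgeR). In P90 3 days it did so in 1 of 6, without SCI 2 (1.19, adjusted p = 0.0326 from edgeR).
Of 446 values of the other named miRNAs under the alternatives, 386 kept direction and side of the threshold, 27 became weaker, 24 stronger and 9 reversed. All that reversed were near 0 and none was past the threshold. miR-7a-2-3p in P15 3 days reversed to -0.020 with edgeR's own filter and -0.062 with downsampling, and went from -0.17 to 0.55 with each library left out. In P90 12 h it went from -0.0056 to 0.33 across the fits that each left out one library, and miR-7b-5p from -0.047 to 0.34. In P90 3 days, with the sum of sequences, miR-7b-5p reversed to -0.088 and miR-7a-5p to -0.17, and miR-7a-5p went from -0.0015 to 0.29 with each library left out. The cause was not tested.
miR-709-3p gave no value in P15 3 days with edgeR's own filter, with downsampling, with all 24 libraries in one fit or without SHAM replicate 2, and was not tested elsewhere, since depth limits it. All alternatives set before the data were examined were run.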

Differences from the paper's values

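The paper reports 110 DE miRNAs in at least one comparison, and 21 were found with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 (120), no filter on low counts (133) and all 24 libraries in one fit (133) fell within 1.5 times the paper's number. Those that did not were DESeq2's size factors within edgeR (21), total reads as library size (21), edgeR's own filter (19), the sum of all sequences (10), templated extension (20), the GC offset (18), the replicate block (18), the block with the GC offset (13), downsampling (14), a log2 fold change limit of 0.5 (32) and an unadjusted p (194). The paper's methods name DESeq2. The fit without the filter gave far smaller adjusted p at nearly the same fold changes, so its 133 carries little weight.
The paper's log2 fold changes of miR-7b-3p (1.56, 1.99 and 2.17 in P15 12 h, P90 12 h and P90 3 days) lie within the replicate error of 1.54, 2.01 and 2.21.
The paper states that miR-26a-1-3p was upregulated in P15 12 h, P15 3 days and P90 12 h. With edgeR its log2 fold changes of 1.24, 1.92 and 1.20 had adjusted p of 0.144, 0.122 and 0.102, and with DESeq2, set before the data were examined, it was DE in these same comparisons. The paper lists 7 miRNAs shared between a pair of groups. With edgeR and the filter on low counts miR-5126-3p was the only one of them shared. With the replicate block, set before the data were examined, it was not and miR-1298-5p was. With the GC correction miR-5126-3p was not shared either (adjusted p = 0.076 in P90 12 h from edgeR). With edgeR without the filter, miR-551b-5p, miR-6481-3p, miR-1298-5p and miR-671-5p were shared too, which is weak evidence given the far smaller adjusted p of that setting. Further, with DESeq2 miR-668-3p and miR-709-3p were not DE in more than 1 comparison.
The miRNAs and directions of Figure 1 were read by eye for 121 pairs of a miRNA and a comparison. Of these 115 could be tested, 114 had the direction of Figure 1 and 101 a log2 fold change past 1 in that direction. edgeR called 17 and DESeq2 96. Among the pairs of P15 3 days, 78 could be tested, 77 had the direction of Figure 1, and edgeR called 0 and DESeq2 73 (189 of all miRNAs had an unadjusted p under 0.05 with edgeR).
The paper's discussion describes miR-7b-3p as upregulated in all the conditions it evaluated. By sequencing its log2 fold change in P15 3 days was 0.35 (adjusted p = 0.687 from edgeR). The paper measured this group by qPCR, which is not analysed here. The paper also describes miR-7b-3p as having the largest fold change of the pair with miR-26a-1-3p. Over the groups the paper lists for each, this ranking held (2.21 in P90 3 days, against 1.92 in P15 3 days for miR-26a-1-3p). Within P15 3 days, which the paper does not list for miR-7b-3p, miR-26a-1-3p had the larger one (1.92 against 0.35).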

Other observations

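The tests of the P15 3 days SHAM libraries against single libraries, of the 3' shortened reads, of the less abundant arms and of sequences of the same length were chosen after the results were seen. For the SHAM libraries of P15 3 days the calls of DESeq2 were used because edgeR gave none.
DESeq2 called 102 miRNAs in P15 3 days, 96 of them lower after SCI, while edgeR called 0 of 831 (189 at an unadjusted p under 0.05). SHAM libraries 1 and 2 differ from the other 22 in rRNA reads and in the share of sequences read once, which are measures of the libraries and not of any miRNA. When the SCI libraries were set against SHAM 3 alone, 17 of the 102 calls (16.7%) kept a log2 difference past 1 in the same direction, against 100 of 102 for SHAM 1 alone and 101 of 102 for SHAM 2 alone. In the other comparisons 66.7% to 100% of the DESeq2 calls did so against any single SHAM library. Of the 170 miRNAs that fell by more than 1 on the log2 scale, 116 (68.2%) had counts in SHAM 1 and SHAM 2 above those of all other 22 libraries. These miRNAs were selected for falling against these SHAM libraries, so this share does not decide between explanations; over all 831 miRNAs tested it was 17.2%. Across miRNAs, which are not independent replicates, the Spearman correlation of log2 fold change and GC content was -0.476 in P15 3 days, against -0.005, -0.049 and -0.155 in P15 12 h, P90 12 h and P90 3 days. Between SHAM 1 and 2 and SHAM 3 it was -0.460, and between the SCI libraries and SHAM 3 it was -0.057. All of the 4 splits of the 6 libraries that part same-numbered pairs gave 0 DE miRNAs with edgeR, as the real split did, and with a real number of 0 no other outcome was possible. A candidate explanation of the many lower miRNAs in P15 3 days is therefore a technical difference of SHAM 1 and 2, with a GC content dependence of -0.476. With SHAM 3 as the only other control, an effect of SCI cannot be separated from it. The 17 that kept their difference include miR-26a-1-3p, miR-671-5p, miR-667-5p and miR-6481-3p.
The real split of P15 12 h, P90 12 h and P90 3 days gave more DE miRNAs than any other of the 4 splits that part same-numbered pairs (1, 3 and 20 against 0), so that 1 of 4 splits gave as many. Among all 10 splits, 1 did too. These designs cannot give a smaller share. Over all 24 libraries 1 of 100 relabellings of injury within same-numbered pairs, the real one, gave 20 DE miRNAs, and the next gave 4.
The rise of miR-7b-3p was set against technical explanations. With the total reads of the library as library size, its smallest log2 fold change over P15 12 h, P90 12 h and P90 3 days was 1.59, and it stayed past the threshold in each. The depth and the share of miRNA reads did not explain it. The other arm of the same hairpin, miR-7b-5p, was not DE in any of them, and its largest log2 fold change was 0.29. Over the 12 same-numbered pairs miR-7b-3p rose by 1.23 more than miR-7b-5p on the log2 scale, in 10 of 12 pairs (two-sided exact permutation test over 4096 swaps, p = 0.00684). miR-7b-5p itself rose by 0.35 over the 12 pairs, in 9 of 12 (exact permutation p = 0.0630), and in P15 3 days its log2 fold change of 0.59 (adjusted p = 0.401 from edgeR) was above the 0.35 of miR-7b-3p. As a hypothesis, a change that acts on the 3' arm more than on the 5' arm may be involved in the other 3 comparisons, with at most 0.29 for the 5' arm against 1.54 to 2.21 for the 3' arm, and a smaller rise of both arms is not excluded. Hairpin transcription was not measured here.
Whether less abundant arms rise in general was tested over 233 hairpins with both arms at a mean normalized count of at least 5. The mean log2 difference of the less abundant and the more abundant arm rose by 0.045 after SCI, in 10 of 12 pairs (exact permutation test, p = 0.0112). Without the 3 of them that had been seen to rise it was 0.028, in 8 of 12 pairs (p = 0.0815 by exact permutation). A small shared rise of less abundant arms may be part of the pattern (exact permutation p = 0.0112), but was not shown without these 3. Its mean of 0.045 was far below the 1.23 by which miR-7b-3p rose over miR-7b-5p. A shared shift of that mean size therefore accounts for little of the 1.23. The rise of miR-7b-3p over its other arm was not compared with the spread of single hairpins.
Reads of miR-7b-3p that start at the same base and are 1 to 4 nt shorter at the 3' end made up a larger share of its full-length and shortened reads after SCI. The share went from 24.9% ± 1.25 to 34.8% ± 1.30 (SD, n = 3 each) in P15 12 h, from 30.5% ± 11.4 to 46.2% ± 7.39 in P15 3 days, from 14.5% ± 2.96 to 20.2% ± 4.54 in P90 12 h and from 11.7% ± 1.63 to 36.2% ± 1.06 in P90 3 days. It rose in 11 of 12 same-numbered pairs, by a mean of 14.0 percentage points (two-sided exact permutation test over 4096 swaps, p = 9.8e-04). SCI and SHAM libraries did not overlap in P15 12 h and P90 3 days (exact permutation p = 0.10 each). They overlapped in P15 3 days (exact permutation p = 0.20) and in P90 12 h (exact permutation p = 0.30). Among 437 other miRNAs with at least 2000 such reads in all and 20 in each library the median change was 0.156 points, and miR-7b-3p lay at the 99.8 percentile. The only larger rise was that of miR-671-5p (16.3 points). A rise of 3' shortened reads shared by most miRNAs thus did not explain it. The paper does not report this measure. As a hypothesis, SCI may come with a change in the 3' end of miR-7b-3p and miR-671-5p, since miR-7b-3p lay at the 99.8 percentile; the direction of the total differs, since miR-7b-3p rose and miR-671-5p fell (-1.29 in P90 3 days with the sum of its sequences, against -2.19 with the most abundant one). It was found and tested on the same libraries, and library batches, which the labels do not give, could not be tested.
miR-6481-3p rose in P90 3 days, but 5526 of the 5529 reads of its arm (99.9%) also match the mitochondrial tRNA mt-Tf. It lay at the 91.7 percentile of sequences of its length outside hairpins. Fragments of a mitochondrial tRNA are a candidate source of its reads, given the 99.9%.
miRNAs of the Htr2c locus fell in P90 3 days, as miR-1298-5p (-3.26) shows. The summed normalized count of the locus was 4324, 633 and 4432 in the SHAM libraries and 500, 491 and 520 in the SCI libraries. miR-204-5p and miR-211-5p, listed as choroid plexus markers outside the locus before the data were examined, were compared with it over the 6 libraries. For miR-204-5p Spearman's rho was 1 (exact permutation p = 0.00278, adjusted 0.0111) and Pearson's r of the log2 counts 0.989 (exact permutation p = 0.00139, adjusted 0.0111). For miR-211-5p they were 0.829 (exact permutation p = 0.0583, adjusted 0.117) and 0.904 (exact permutation p = 0.0125, adjusted 0.0333). Without the 2 libraries farthest from the median, r was 0.999 and 0.639. The libraries form 2 clusters, SHAM 1 and SHAM 3 against the others. Without these 2 the relation with miR-204-5p kept its size and that with miR-211-5p was weaker, over 4 libraries, which are too few for a test. In P90 12 h miR-1298-5p rose by 2.12, with 3576 counts in SCI library 1 against 313 and 297 in the other SCI libraries. The counts of miR-204-5p there were 21086 against 6911 and 7255. In P15 3 days the log2 fold change of miR-1298-5p was 1.30 and that of miR-204-5p -0.50. In P15 12 h they were -1.32 and -0.13. The relation was not tested in these comparisons. Uneven carry-over of choroid plexus may explain the fall in P90 3 days, with 0.829 as the smaller rank correlation. An effect of SCI cannot be told apart from it.
The fall of miR-451a-5p in P90 3 days (-0.71, adjusted p = 0.0341 from edgeR) was set against uneven carry-over of blood. The largest rank correlation of a miR-144 arm with it was 0.657 (exact permutation p = 0.175, adjusted 0.28), and Pearson's r was 0.453 for miR-144-5p (exact permutation p = 0.356, adjusted 0.356) and 0.546 for miR-144-3p (exact permutation p = 0.271, adjusted 0.310). Without the 2 farthest libraries r was 0.063 and 0.021. The Spearman and Pearson p of all 4 relations, those of the choroid plexus markers included, were adjusted together. The limit of 0.8 set beforehand was not reached, so blood was not shown to be the source.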
